# Gene expression analysis in *Fmr1*KO mice identifies an immunological signature in brain tissue and mGluR5-related signaling in primary neuronal cultures

**DOI:** 10.1186/s13229-015-0061-9

**Published:** 2015-12-21

**Authors:** Daria Prilutsky, Alvin T. Kho, Nathan P. Palmer, Asha L. Bhakar, Niklas Smedemark-Margulies, Sek Won Kong, David M. Margulies, Mark F. Bear, Isaac S. Kohane

**Keywords:** Fragile X syndrome, Murine model, Gene expression, Neuronal cultures, Brain

## Abstract

**Background:**

Fragile X syndrome (FXS) is a neurodevelopmental disorder whose biochemical manifestations involve dysregulation of mGluR5-dependent pathways, which are widely modeled using cultured neurons. In vitro phenotypes in cultured neurons using standard morphological, functional, and chemical approaches have demonstrated considerable variability. Here, we study transcriptomes obtained in situ in the intact brain tissues of a murine model of FXS to see how they reflect the in vitro state.

**Methods:**

We used genome-wide mRNA expression profiling as a robust characterization tool for studying differentially expressed pathways in fragile X mental retardation 1 (*Fmr1*) knockout (KO) and wild-type (WT) murine primary neuronal cultures and in embryonic hippocampal and cortical murine tissue. To study the developmental trajectory and to relate mouse model data to human data, we used an expression map of human development to plot murine differentially expressed genes in KO/WT cultures and brain.

**Results:**

We found that transcriptomes from cell cultures showed a stronger signature of *Fmr1*KO than whole tissue transcriptomes. We observed an over-representation of immunological signaling pathways in embryonic *Fmr1*KO cortical and hippocampal tissues and over-represented mGluR5-downstream signaling pathways in *Fmr1*KO cortical and hippocampal primary cultures. Genes whose expression was up-regulated in *Fmr1*KO murine cultures tended to peak early in human development, whereas differentially expressed genes in embryonic cortical and hippocampal tissues clustered with genes expressed later in human development.

**Conclusions:**

The transcriptional profile in brain tissues primarily centered on immunological mechanisms, whereas the profiles from cell cultures showed defects in neuronal activity. We speculate that the isolation and culturing of neurons caused a shift in neurological transcriptome towards a “juvenile” or “de-differentiated” state. Moreover, cultured neurons lack the close coupling with glia that might be responsible for the immunological phenotype in the intact brain. Our results suggest that cultured cells may recapitulate an early phase of the disease, which is also less obscured with a consequent “immunological” phenotype and in vivo compensatory mechanisms observed in the embryonic brain. Together, these results suggest that the transcriptome of cultured primary neuronal cells, in comparison to whole brain tissue, more robustly demonstrated the difference between *Fmr1*KO and WT mice and might reveal a molecular phenotype, which is typically hidden by compensatory mechanisms present in vivo. Moreover, cultures might be useful for investigating the perturbed pathways in early human brain development and genes previously implicated in autism.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13229-015-0061-9) contains supplementary material, which is available to authorized users.

## Background

Fragile X syndrome (FXS) is the most common inherited form of mental retardation and the most common genetic cause of autism. It is caused by loss-of-function mutations in the gene fragile X mental retardation 1 (*Fmr1*) and a consequent loss of its product, fragile X mental retardation protein (FMRP) [1–3]. The pathophysiology of FXS involves dysregulation of numerous pathways. Recent studies have begun to provide insights into the biology of FMRP, and the results converged on metabotropic glutamate receptor (mGluR) signaling theory [1, 2]. Huber et al. discovered that a form of synaptic plasticity, mGluR-dependent long-term synaptic depression (mGluR-LTD) was exaggerated in *Fmr1* knockout mice (*Fmr1*KO) [4]. This discovery led to the mGluR theory of FXS [1], which suggests that many of its clinical features are due to exaggerated responses to activation of mGluR5. This theory was validated when multiple FXS phenotypes were rescued in *Fmr1*KO mice by reducing the production of mGluR5 protein [5–7].

Neurons from *Fmr1*KO mice and from patients with FXS consistently have increased spine densities, as well as longer spines, reminiscent of immature filopodia [5, 8–11]. Additional synaptic phenotypes, including hyper-connectivity and exaggerated responses to mGluR5 activation, are also found in *Fmr1*KO mice [4, 5]. These phenotypes can be recapitulated in cultured neurons [12, 13]. They can be corrected by treatment with mGluR5 antagonists in both cultured neurons and mice [5, 13]. Thus, in vitro models derived from *Fmr1*KO mice are reasonable platforms for modeling synaptic alterations occurring in FXS. Whether these in vitro models also mirror in vivo whole-brain transcriptional regulation has been less studied.

Animal models may be useful for studying the mechanism of disease in FXS, but current methods for characterizing neuronal phenotypes in these models may not be sufficiently robust for high-throughput pre-clinical screening of potential drugs. Furthermore, the molecular phenotypes are themselves heterogeneous. Therefore, identifying stable molecular phenotypes and finding a suitably robust characterization assay is a high priority.

Recent work has shown that RNA expression signatures can identify shared subsets of pathogenic pathways and produce short lists of affected marker genes in a variety of diseased tissues [14, 15]. Done correctly, this process can define a transcriptomic landscape of diseases and tissues and provide directionality with which to measure perturbations “to” and “from” the diseased status. Shared or partially overlapping mechanisms underlie complex phenotypes and may constitute a smaller set of pathways than the number of genetic variants or the genes that contain them. We hypothesized that genome-wide transcriptomic arrays would provide more accurate phenotypic readouts across various tissues and that subsequent comprehensive pathway-level analysis could pinpoint mechanisms relevant to a disease, whereas other morphological methods provide limited phenotypic information.

Our original motivation was to determine how well cell-culture transcriptomes recapitulate differences found in situ in the intact brain tissues of a murine model of FXS. Here, we studied in vitro cultured hippocampal and cortical neurons from *Fmr1*KO and wild-type (WT) mice and compared them to primary brain tissue. We also compared the location of each of these transcriptomes in the human transcriptomic developmental trajectories to determine how the *Fmr1*KO state affected the transcriptomic “age” [16, 17] in situ and in culture. We found that this examination of transcriptional changes is able to provide greater resolution on the differences between disease and wild-type conditions.

## Methods

### Ethics statement

All animal experiments were conducted in accordance with the rules and regulations of the Institutional Animal Care and Use Committee at the Massachusetts Institute of Technology (MIT). *Fmr1*KO mice were originally obtained from The Jackson Laboratory (Bar Harbor, ME). The strain was maintained on a C57BL/6 background for at least six generations at MIT. All experiments were performed blind to genotype and were carried out on ex vivo brain tissue following euthanasia. Euthanasia methods are compatible with the recommendations of the Panel on Euthanasia of the American Veterinary Association.

### Neuronal culture, tissue isolations, and RNA extraction

Hippocampal and cortical neuron cultures were prepared from C57BL/6 congenic WT and *Fmr1*KO embryos at 17–18 days post-conception (E17–E18) in parallel and allowed to mature for 14 days in vitro (DIV) as previously described [18]. Five pairs of biological replicates for WT and *Fmr1*KO were processed on the same day. Cells were seeded at a concentration of 150,000/mL and maintained in Neurobasal media supplemented with B27, penicillin/streptomycin, and glutamax (Invitrogen) according to the manufacturer’s instructions. Cells were harvested on day 14 in PBS and snap frozen using dry ice. The estimated percentage of glial cells at 14 DIV is ~30 %. In parallel to the establishment of primary cultures, ~10 % of hippocampal and cortical tissues were dedicated to tissue analyses and stored in RNA*later* for stabilization until further processing.

Four separate sample types were used per genotype (WT or KO): primary cortex (*n* = 5), primary hippocampus (*n* = 6), cortical culture (*n* = 5), and hippocampal culture (*n* = 5). Use of duplicates resulted in 42 samples. RNA was extracted using the miRNeasy Mini Kit (Qiagen). Eluted RNA was analyzed on a NanoDrop ND-1000 Spectrophotometer and an Agilent 2100 Bioanalyzer (OD260/280 ratio: 1.8–2.2; RNA Integrity Number >8).

### Transcriptome profiling using microarrays

A total of 100 ng of RNA was processed using Affymetrix (Affymetrix Inc, Santa Clara, CA) protocols and kits, which were used to generate biotinylated amplified RNA (aRNA) and for hybridization, staining, and scanning of arrays (GeneChip 3’IVT Express Kit and GeneChip Expression Wash, Stain and Scan protocol). Total RNA was reverse-transcribed to synthesize double-stranded cDNA using T7 oligo(dT) primers and then transcribed in vitro into biotin-modified aRNA with IVT Labeling Master Mix. The aRNA was purified, quantified, and fragmented. Fragmented aRNA was hybridized onto Affymetrix Mouse Genome 430 2.0 arrays and scanned on an Affymetrix GeneChip scanner 3000 at 2.5 μm resolution. Microarray data are deposited at the Gene Expression Omnibus database (GSE71034).

### Microarray analysis and pathway-level analysis

Expression values were extracted and normalized from .CEL files using the Affy package and the robust multi-array average (RMA) method in R/BioConductor (http://www.bioconductor.org), returning the measured gene expression signal of each microarray gene probe in a logarithmic base 2 scale. Differential gene expression analysis was performed using a linear regression model (lmFit) as implemented in the limma package in R/BioConductor, and significant differentially expressed probes (*p* < 0.05) were extracted. We used the Database for Annotation, Visualization and Integrated Discovery (DAVID, http://david.abcc.ncifcrf.gov) to identify enriched pathways in differentially expressed genes at a Fisher exact *p* value threshold (EASE score) less than 0.1, which were annotated with Entrez IDs. We annotated 45,101 probes with 21,141 unique Entrez Gene IDs by selecting the smallest Entrez Gene ID for any probe originally assigned to >1 ID. For pathway-level analysis, we focused on the Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. Additionally, we performed pathway-level analysis using MetaCore software (Gene Go Inc., St. Joseph, MI). Enrichment analysis consisted of mapping Entrez Gene IDs of differentially expressed genes in culture and in brain onto IDs in entities of built-in functional ontologies represented in MetaCore by process networks and diseases to identify biological processes that were over-represented.

Principal component analysis (PCA) was used to characterize the directions of maximal transcriptomic variance in the whole dataset [19–21]. PCA was performed on an RMA-normalized, ranked, and standardized matrix (mean zero and variance one) of 42 samples (45,101 probes represented on the array). The percentage variance captured by each of the first two principal components (PCs) were 61.3 % by PC1 and 11 % by PC2.

We examined the over-representation of differentially expressed genes in *Fmr1*KO hippocampal and cortical culture and embryonic brain tissues and three lists of genes associated with defects in cognitive development (Additional file 1: Table S1):

1. MGI genes associated with the behavioral/neurological phenotype in mice [22]
  A search for the term “MP:0005386” in the JAX lab mouse database (http://www.informatics.jax.org/marker/) returned 3005 unique gene symbols, which are 2622 unique genes mapped to Entrez Gene IDs, out of which 2462 were measured on the Affymetrix Mouse Genome 430 2.0 microarray.
2. Human genes from SFARI [23]: 705 genes, out of which 645 were mapped to mouse genes
3. FMRP binding targets as identified by Ascano et al. [24]: 939 genes, out of which 898 were mapped to mouse genes

### Human brain transcriptome data processing and integration with mouse data

A spatio-temporal transcriptome of the developing human brain (human brain transcriptome (HBT)) has been described previously [25], and these data are publicly available in NIH’s Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) as GSE25219. These samples were profiled on Affymetrix Human Exon 1.0 ST Array, and we used the transcript (gene)-to-sample series matrix for the further analysis. In order to integrate mouse and human gene expression data, we converted 45,101 probes from the Mouse Affymetrix 430 Plus 2.0 array to 21,141 unique Entrez Gene IDs by selecting the smallest Entrez Gene ID for any probe originally assigned to >1 ID. For each differential comparison in mouse data, probe-to-gene unique-ing was done by picking the probe with smallest *p* value to represent the gene. After downloading human brain transcriptome data from GEO, we converted 17,565 probes to 16,492 unique min human Entrez Gene IDs, 14,653 unique corresponding min homologous mouse Entrez Gene IDs, and 13,830 unique mouse Entrez Gene IDs in common with the Affymetrix Mouse Genome 430 2.0 microarray. We restricted analysis of human data to hippocampus (HIP) and neocortex (NCX) at 15 developmental stages. NCX data included 11 areas collectively referred as the NCX region. In the NCX data for each probe, we computed the sum of coefficients of variance (coefvar) in stages 2–15. For each gene, we selected the probe with the minimal sum of coefvar for probe-to-gene unique-ing. We used the same probes for HIP probe-to-gene unique-ing. In all analyses comparing the two datasets above, we restricted data to 13,830 mouse genes in common between the datasets.

PCA of genes in the sample space was performed on 936 human NCX samples and 82 human HIP samples separately, and k-means clustering (*k* = 3) was used to generate temporal clusters. Before the PCA of human data, each individual sample, a vector of 13,830 genes, was first normalized to mean zero and variance one. Principal components were invariant under affine transformations.

## Results

### Gene expression profiles in embryonic brain tissue capture fewer genotype-based differences than primary neuronal cultures

In order to find gene expression differences between the FXS and healthy states, we extracted embryonic hippocampal and cortical tissues from *Fmr1*KO and WT mice at the age of 17–18 days post-conception (E17–E18). 

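The deposited series holds 42 Affymetrix mouse arrays from 8 groups. Hippocampal culture, cortical culture and primary cortex have 5 *Fmr1*KO and 5 WT arrays each, and primary hippocampus has 6 of each genotype. The tissue was taken at 17 to 18 days post-conception, and the cultures had matured for 14 days in vitro. The labels give every array a mouse ID that recurs across the 4 systems and is read here as the litter. There are 10 litters in all 4 systems (KO 2037, 2038, 2221, 2620 and 4236, and WT 2236, 2643, 2644, 3569 and NT), while KO 4237 and WT 3104 are in primary hippocampus only. The authors' values are log2 signals normalized by RMA, 1 per probe and array, and were used without further scaling. After 64 control probes were left out, 45037 probes were tested, of which 34945 are annotated with 1 gene; these measure 18194 genes. KO was compared with WT in each system with limma at an unadjusted p under 0.05, as in the paper's Methods, and each gene was represented by its probe with the smallest p. The Methods state no design; the fit of the 8 group means over all arrays was chosen here. Chance alone puts about 2252 probes past this threshold in a comparison, so the count at a Benjamini-Hochberg adjusted p under 0.05 is given as well. Lists of marker and pathway genes were tested with camera, 1 probe per gene (that with the highest mean), adjusted over 37 lists and 4 systems. They were fixed before the data were examined, but values from these arrays in the paper's Table S3 had been seen for parts of the choroid plexus, meninges, interferon and *Fmr1* neighbourhood lists. Probes of olfactory, vomeronasal and keratin-associated genes, silent in brain, set a background of 5.16 log2; 65.6% of the genes lay above it. In simulated comparisons of these group sizes, a log2 change of 0.5 passed the unadjusted threshold in 94 to 97% of the altered genes and the adjusted one in 61 to 81%. These rates hold for the simulated noise and may not carry over to the real arrays. Regrouped cortical culture arrays called up to 6227 genes. Group means are given ± SD, and log2 fold changes with their standard error.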

One portion of the tissue was used to create primary neuronal cultures, and the other was used directly in the study of brain tissue.

Total RNA (100 ng) from each sample was extracted, amplified, labeled, and hybridized on Mouse Genome 430 2.0 Arrays (Affymetrix, Santa Clara, CA). Principal component analysis (PCA) was used to characterize the directions of maximal transcriptomic variance in the whole dataset (Fig. 1, each dot signifies a sample). The PCA captured 72.4 % of total variation in the data with the first two principal components (PCs) – 61.3 % captured by PC1 and 11.1 % by PC2. This analysis indicated that the greatest difference was observed between cultured cells and whole tissue, representing the effects of preparation, growth, and differentiation. 

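Most listed genes of mature synapses and astrocytes were higher in cultures than in embryonic tissue, and most of newborn neurons and cell division lower. No list call of this comparison holds with an estimated correlation in camera. Fry, a test that does not compare a list with other genes, called 34 of the 37 lists. Icam5, an adhesion molecule of telencephalic dendrites, was at 10.05 ± 0.50 log2 (SD, n = 20 arrays) in cultures and 4.57 ± 0.22 (n = 22) in tissues, a log2 fold change of 5.49 (standard error 0.11, adjusted p = 1.99e-33). Camk2a, a kinase of the postsynaptic density, reached 12.39 ± 0.61 against 7.47 ± 0.42, and Fmod, a matrix proteoglycan, had the largest measured increase, 5.92 (standard error 0.21). Aplnr, the apelin receptor of growing vessels, had the largest measured fall, 5.58 on the log2 scale (standard error 0.05, adjusted p = 7.75e-43 from limma). Eomes, a transcription factor of intermediate progenitors, went from 10.38 ± 0.52 in tissues to 4.84 ± 0.18 in cultures, and Cldn5 of the endothelial tight junction from 8.63 ± 0.19 to 4.05 ± 0.12. The means of Icam5, Fmod and Aqp4 in tissues and of Aplnr, Eomes, Cldn5, C1qa and P2ry12 in cultures lay below the background of 5.16, so their changes are lower bounds and their order is that of the measured values. Of 22 measured genes of mature glutamatergic neurons and synapses, 21 were higher and 0 lower in cultures at an adjusted p under 0.05, the same numbers when adjusted over the list alone, among them Kcna1 (3.16) and Shank3 (2.76). The list's camera test gave adjusted p = 5.26e-09, and adjusted p = 0.335 with an estimated correlation. Among 20 astrocyte genes 17 were higher and 2 lower (17 and 2 adjusted over the list alone), led by the water channel Aqp4 (4.79); their median was 1.63 (adjusted p = 1.63e-06, and adjusted p = 0.185 with an estimated correlation). In the other direction, 42 of 47 cell cycle genes were lower and 2 higher (42 and 2 adjusted over the list alone), Cdc25a by -2.40 and Mcm7 by -2.31 (adjusted p = 8.48e-11, and adjusted p = 0.521 with an estimated correlation). So were 18 of 19 genes of postmitotic immature neurons (18 adjusted over the list alone; median -1.61, adjusted p = 2.24e-06, and adjusted p = 0.313 with an estimated correlation), and 20 of 24 microglial genes (20 adjusted over the list alone; median -0.79, adjusted p = 3.10e-05, and adjusted p = 0.335 with an estimated correlation), such as C1qa (-2.62) and P2ry12 (-2.13). In all, 15332 of the genes differed at an adjusted p under 0.05, and 3667 of them by at least 2-fold, 1586 higher and 2081 lower. On PC1, which held 61.3% of the variance, cultures lay between -39.0 and -27.2 and tissues between 25.4 and 36.5. Time in vitro and preparation differ together between the 2 kinds of sample.

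**Figure D1:**
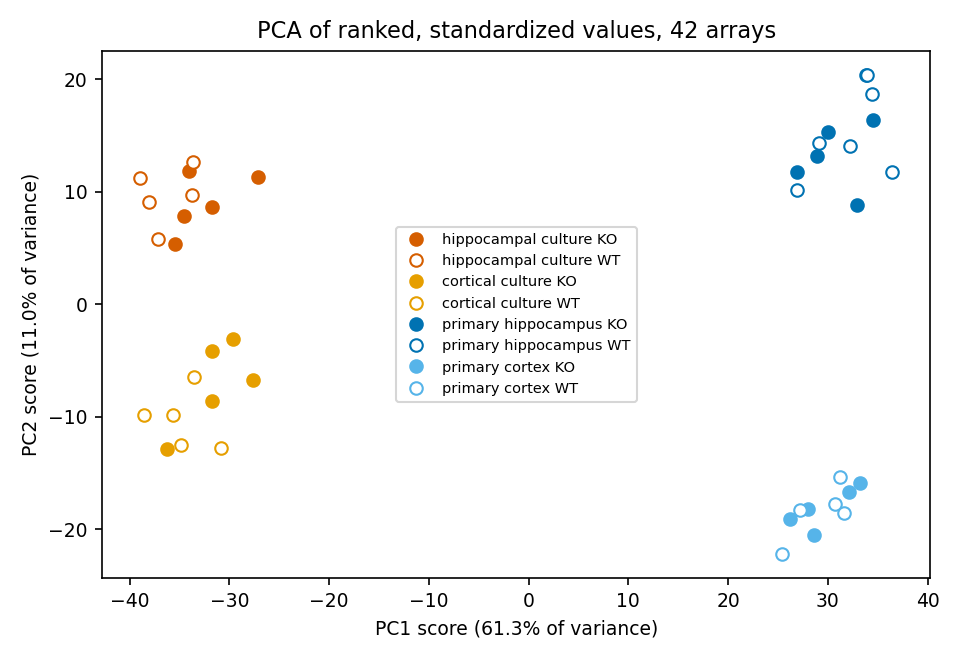
Scores of the 42 arrays on PC1 (horizontal axis, 61.3% of the variance) and PC2 (vertical axis, 11.0%), without units, from a PCA of values ranked and standardized within each array; colours mark the 4 systems, filled points KO and open points WT. Cultures sit at the left and tissues at the right, with hippocampus above cortex in both.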

The second greatest difference was between hippocampal and cortical tissue, representing different brain regions. In addition, Fig. 1 shows that transcriptomic scale differences between two genotypes *Fmr1*KO and WT are greater in the cultured neurons versus whole embryonic cortical and hippocampal tissue. 

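In tissue, genes higher in hippocampus than in cortex included Ttr, the transthyretin of the choroid plexus, Wnt8b and Lhx9. Ttr was at 12.08 ± 1.04 log2 (SD, n = 12 arrays) in hippocampus and 6.15 ± 2.87 (n = 10) in cortex, a log2 fold change of 5.93 (standard error 0.64). Wnt8b, a Wnt ligand of the cortical hem, was at 9.46 ± 0.67 against 3.79 ± 0.51, and the LIM homeobox gene Lhx9 was higher by 4.17. Pou3f1, a POU factor of cortical neurons, was lower in hippocampus by -4.15, and Sla by -4.90. All 12 choroid plexus genes that passed an adjusted p of 0.05 among 18 measured were higher in hippocampus (12 adjusted over the list alone; camera adjusted p = 3.84e-05, and adjusted p = 0.335 with an estimated correlation). The same held for 16 of 21 genes of meninges and fibroblasts (18 adjusted over the list alone; median 0.47, adjusted p = 5.01e-07, and adjusted p = 0.185 with an estimated correlation). Among 47 cell cycle genes, 30 were higher and 1 lower in hippocampal tissue (35 and 1 adjusted over the list alone; adjusted p = 5.88e-07, and adjusted p = 0.649 with an estimated correlation). Between the cultures, Ttr was at 10.13 ± 0.84 (n = 10) in hippocampal and 4.19 ± 0.27 (n = 10) in cortical culture. Olig2, a transcription factor of the oligodendrocyte lineage, was at 4.87 ± 0.39 in hippocampal and 8.65 ± 0.54 in cortical culture, and Pdgfra, the receptor of its precursors, was lower by -3.39. Of 19 genes of this lineage, 12 were lower and 0 higher in hippocampal culture (14 lower adjusted over the list alone), a call that holds with an estimated correlation (adjusted p = 0.0146). The lower means of Wnt8b in tissue and of Ttr and Olig2 in culture lay below the background of 5.16, so these differences are lower bounds. Cell cycle genes were lower there as well, 38 of 47 (40 adjusted over the list alone), with a median of -0.67 (adjusted p = 2.24e-15, and adjusted p = 0.391 with an estimated correlation). At least 2-fold differences at an adjusted p under 0.05 numbered 748 genes between the tissues (484 higher in hippocampus, 264 lower) and 486 between the cultures (253 and 233). PC2 set tissue hippocampus at 14.6 ± 3.80 (n = 12) and tissue cortex at -18.2 ± 2.06 (n = 10).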

Additional file 2: Table S2 shows the metrics used to represent the difference between *Fmr1*KO and WT mice. The PC1-axis centroid distance between KO and WT clusters in both cultures was at least three times greater than the distance between KO and WT in primary brain. In addition, the number of significant differentially expressed genes at an unadjusted *p* value of 0.05 was almost four times greater in vitro than in whole tissues. 

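KO and WT arrays of the same system overlapped on PC1 in every system. KO hippocampal cultures averaged -32.6 ± 3.33 (SD, n = 5) and WT ones -36.3 ± 2.47 (n = 5), so that the KO group lay 3.73 nearer to the tissues (exact permutation test, two-sided, p = 0.0794). In cortical culture the distance was 3.31 in the same direction (exact permutation p = 0.127). The distances in primary hippocampus and primary cortex were -0.990 and 0.388 (exact permutation p = 0.613 and 0.857). No distance passed 0.05 after adjustment over 8 tests, PC1 and PC2 in the 4 systems, where the lowest adjusted p was 0.423. The average size of the distance was 3.52 in cultures and 0.689 in tissues, a ratio of 5.11, while the SD of arrays within a genotype ranged from 2.47 to 3.55 over the 8 groups. Over the 10 litters present in all systems, cultures exceeded tissues by 2.74, and exchanging genotypes between litters gave p = 0.0635 (exact permutation test, two-sided). Without litter 2221 or 3569 this difference was 1.60 or 1.68 (exact permutation p = 0.262 and 0.270), and without 4236 it was 3.74 (exact permutation p = 0.0476); the cortical culture distance without its KO 4236 array was 4.35 (exact permutation p = 0.0317). With every probe scaled to the same variance, the hippocampal culture distance was 24.1 (exact permutation p = 0.0476) and the difference between cultures and tissues 22.7 (exact permutation p = 0.0317). In a PCA of the cultures alone, the distances were 2.73 in hippocampal and 0.360 in cortical culture (exact permutation p = 0.302 and 0.881). By Euclidean distance over all components, the cultures had exact permutation p = 0.357 and 0.405, and cultures exceeded tissues by 4.17 (exact permutation p = 0.135).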

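Hippocampal culture had 2596 genes at an unadjusted p under 0.05 and cortical culture 3111, against 523 in primary hippocampus and 616 in primary cortex, a ratio of 5.01 between the culture and tissue totals. In the 10 litters common to all systems the ratio was 4.94, and its median was 2.30 when genotypes were exchanged between litters. By probes, 8.78 and 9.67% passed in the cultures but 1.71 and 1.94% in the tissues, where chance gives 5%. Of these genes, 78.0% in hippocampal culture, 65.8% in cortical culture and 23.3 and 23.7% in the tissues lay above background, against 65.6% of all genes and 55.6% of all probes. The called genes were counted by their probe with the smallest p, which need not be the probe behind the share of all genes. Their median size of change was small throughout, 0.25 and 0.24 log2 in the cultures and 0.18 and 0.19 in the tissues. At an adjusted p under 0.05, limma retained 1 gene in each culture, 3 in primary hippocampus and 1 in primary cortex. Arrays of the same group varied more in culture: the median SD of a probe was 0.151 log2 in hippocampal culture, 0.167 in cortical culture, 0.134 in primary hippocampus and 0.125 in primary cortex. The fit gives all systems 1 common spread. With each system fitted on its own arrays, the counts were 1946, 1609, 612 and 884 and the ratio 2.38, with a median of 0.850 for exchanged genotypes. The cortical culture count was 4828 without its KO 4236 array, and the hippocampal culture count was 1639 without its KO 2038 array.

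**Figure D2:**
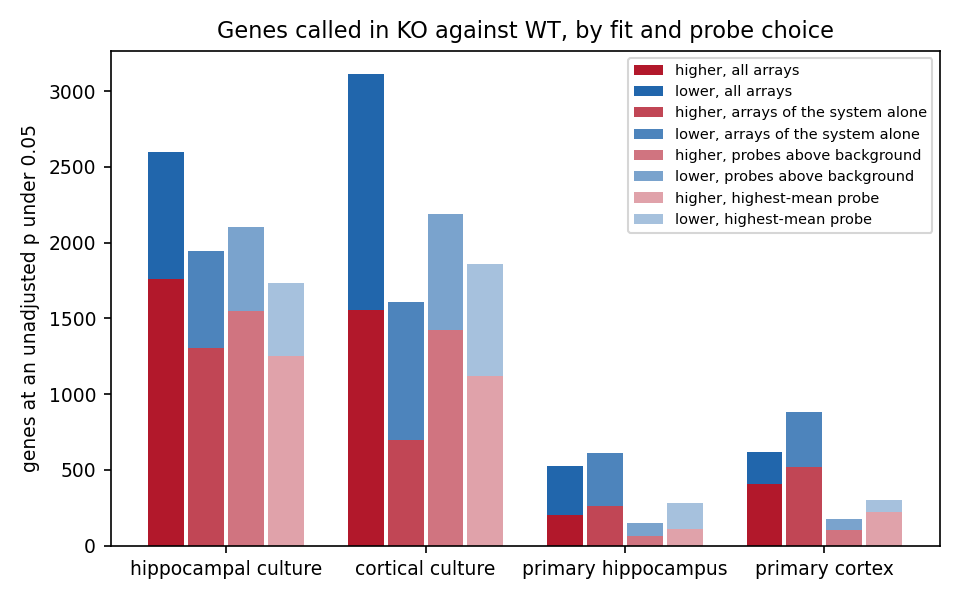
Number of genes (vertical axis) higher and lower in KO than in WT at an unadjusted p under 0.05 in the 4 systems, with 4 bars per system: all arrays in 1 fit, arrays of the system alone, probes above background, and the probe with the highest mean per gene. Cultures reach 2596 and 3111 genes with all arrays and 1946 and 1609 on their own arrays.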

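Named genes with the smallest p in hippocampal culture were Nras, a small GTPase of the MAPK cascade, at 9.49 ± 0.17 log2 in KO (SD, n = 5) and 9.04 ± 0.21 in WT (n = 5; log2 fold change 0.44, adjusted p = 0.0902 from limma), and Zc4h2, a zinc finger protein, higher by 0.51. Col4a2, a chain of basement membrane collagen, was lower in KO by -0.56 (adjusted p = 0.203), as was the atypical cadherin Fat3, by -0.66 (adjusted p = 0.219). In cortical culture they were Fundc2, a mitochondrial outer membrane protein, higher by 0.53 (standard error 0.11, adjusted p = 0.142), the chromatin factor Mier1 (0.44) and the adaptor Nck2 (0.43), and on the lower side Plekha3 (-0.38), Fam120c (-0.59) and Cd99l2 (-0.83). In primary hippocampus Dffa, which encodes the inhibitor of the caspase-activated DNase, rose from 6.93 ± 0.14 in WT (n = 6) to 7.76 ± 0.23 in KO (n = 6), with no overlap between the arrays (log2 fold change 0.83, standard error 0.10, adjusted p = 4.35e-06 from limma). Clic6, a chloride channel protein of the choroid plexus, fell from 7.02 ± 0.48 to 6.13 ± 0.48 (log2 fold change -0.89, standard error 0.16, adjusted p = 0.0213 from limma). Dffa was also higher in primary cortex, by 0.50 (adjusted p = 0.466), where Irf9, a transcription factor of interferon signaling, was lower by -0.38 and Rtp4, an interferon-induced gene, by -0.51. In the order hippocampal culture, cortical culture, primary hippocampus and primary cortex, 1758, 1557, 204 and 405 genes were higher in KO at an unadjusted p under 0.05, and 838, 1554, 319 and 211 lower. These splits move with the scaling. In hippocampal culture 67.7% of the genes were higher, and 83.2% once each array was centred on its median (2459 higher, 496 lower). In cortical culture the even split became 67.8% higher with that centring (2002 higher, 952 lower).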

Our analysis identified differentially expressed genes (*p* value <0.05) in *Fmr1*KO versus WT as follows: 2648 in hippocampal culture, 3372 in cortical culture, 726 in primary hippocampus, and 866 in primary cortex (Additional file 3: Table S3). 

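The gene *Fmr1* (Entrez 14265) lies on chromosome X of GRCm38.p6 from 68678536 to 68717963. Of its 3 probes, the one set in advance as the main one measured 8.01 ± 0.09 log2 in KO and 8.96 ± 0.17 in WT hippocampal cultures (SD, n = 5 each), and 8.07 ± 0.22 against 8.97 ± 0.30 in cortical cultures (n = 5 each). In primary hippocampus it read 9.00 ± 0.10 against 9.93 ± 0.11 (n = 6 each), and in primary cortex 8.93 ± 0.05 against 9.92 ± 0.06 (n = 5 each). The fall was 1.93-fold, 1.86-fold, 1.91-fold and 1.99-fold in the 4 systems, with log2 fold changes of -0.94, -0.90, -0.93 and -0.99 and standard errors of 0.09 to 0.10. Every KO array lay below every WT array of its system (exact permutation p = 0.00794 with 5 against 5 and 0.00216 with 6 against 6, the smallest these sizes allow), and the adjusted p values from limma ran from 8.38e-08 to 2.60e-06. Among genes lower in KO, *Fmr1* had the lowest p in all 4 systems. One other probe had log2 fold changes of -0.39, -0.66, -0.69 and -0.80; its KO means of 4.83, 4.62, 5.04 and 5.07 lay below the background of 5.16, so these are lower bounds on its fall. The remaining probe, with KO means of 5.95, 5.91, 6.13 and 6.20, was at -0.15, -0.16, -0.30 and -0.39. The KO means of 8.01 to 9.00 log2 on the main probe lay above the background level.

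**Figure D3:**
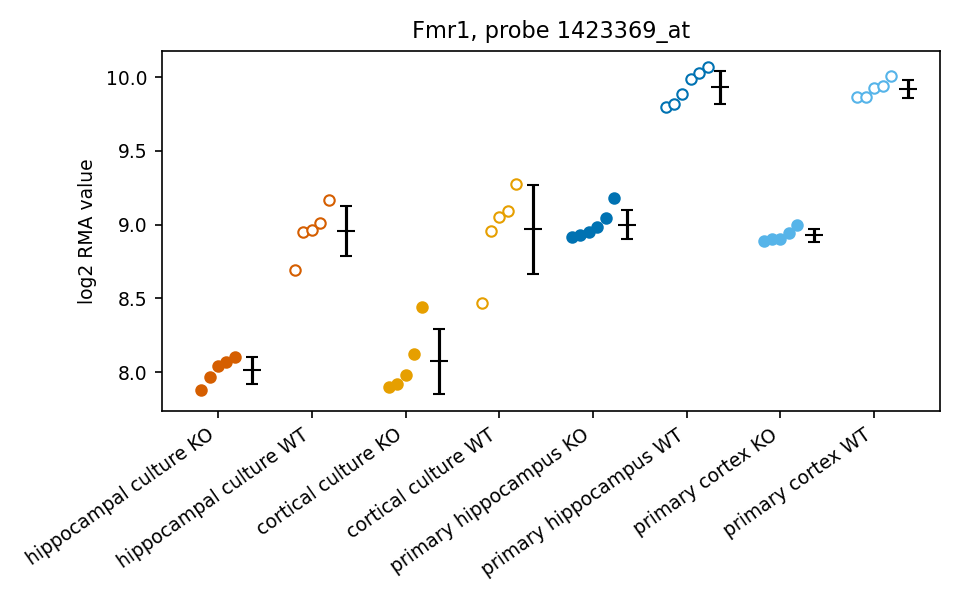
Log2 signal of the main Fmr1 probe (vertical axis) in each array of the 8 groups; filled points are KO, open points WT, and bars give the mean ± SD. KO means lie between 8.01 and 9.00 and WT means between 8.96 and 9.93.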

*Fmr1* was the most significantly down-regulated gene in all systems studied (~twofold down-regulation with *p* value <3.75E−15).

**Fig. 1:**
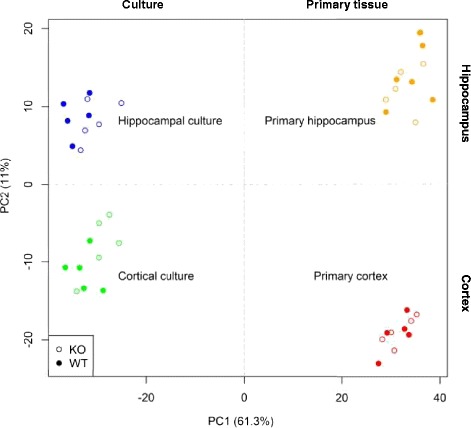
Principal component analysis (PCA) of global transcriptional profiles in murine *Fmr1*KO/WT culture and brain tissues. PCA captures the differences between primary tissue or culture type and region of the brain as identified by expression levels of 45,101 probes in 42 samples. The scatter indicates that gene expression profiles of cortical and hippocampal neuronal cultures captured the difference between genotypes

### Enriched biological pathways converge on mGluR5-downstream signaling pathways in cultured neurons, while the pathways in embryonic brain tissues center on genes associated with immunological signaling

Differential gene expression analysis was performed using a linear regression model as implemented in the limma library package in R/BioConductor, and significant differentially expressed probes (*p* < 0.05) were extracted. We used unadjusted *p* value < 0.05 for significance threshold. Next, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway-enrichment analysis of differentially expressed genes between KO and WT was performed using the Database for Annotation, Visualization and Integrated Discovery (DAVID; Table 1 and Additional file 4: Table S4).

**Table 1:** Enriched pathways in differentially expressed genes in brain and primary cultures of *Fmr1*KO mice

KEGG pathway (ENTREZ ID as input)	*p* value	No. of genes	Fold enrichment
Hippocampal culture			
*mmu04910:Insulin signaling pathway*	*0.001*	*35*	*1.748*
*mmu03040:Spliceosome*	*0.001*	*32*	*1.801*
*mmu00900:Terpenoid backbone biosynthesis*	*0.002*	*8*	*3.796*
*mmu04720:Long-term potentiation*	*0.003*	*20*	*2.013*
*mmu04120:Ubiquitin mediated proteolysis*	*0.008*	*32*	*1.586*
*mmu04360:Axon guidance*	*0.009*	*31*	*1.584*
*mmu03010:Ribosome*	*0.011*	*22*	*1.740*
*mmu05211:Renal cell carcinoma*	*0.013*	*19*	*1.803*
*mmu04540:Gap junction*	*0.017*	*21*	*1.701*
*mmu04722:Neurotrophin signaling pathway*	*0.017*	*29*	*1.541*
*mmu00230:Purine metabolism*	*0.022*	*33*	*1.461*
*mmu00650:Butanoate metabolism*	*0.029*	*11*	*2.088*
*mmu04012:ErbB signaling pathway*	*0.031*	*21*	*1.603*
*mmu05215:Prostate cancer*	*0.038*	*21*	*1.567*
*mmu03018:RNA degradation*	*0.039*	*15*	*1.748*
*mmu03020:RNA polymerase*	*0.040*	*9*	*2.214*
mmu00790:Folate biosynthesis	0.070	5	3.019
mmu04914:Progesterone-mediated oocyte maturation	0.078	19	1.485
mmu04150:mTOR signaling pathway	0.080	13	1.661
mmu00240:Pyrimidine metabolism	0.088	20	1.444
mmu05220:Chronic myeloid leukemia	0.088	17	1.506
Cortical culture			
*mmu04622:RIG-I-like receptor signaling pathway*	*0.001*	*23*	*2.027*
*mmu03040:Spliceosome*	*0.001*	*37*	*1.686*
*mmu04722:Neurotrophin signaling pathway*	*0.006*	*36*	*1.548*
*mmu04144:Endocytosis*	*0.012*	*48*	*1.395*
*mmu04660:T cell receptor signaling pathway*	*0.013*	*31*	*1.529*
*mmu04010:MAPK signaling pathway*	*0.016*	*63*	*1.308*
*mmu04120:Ubiquitin mediated proteolysis*	*0.018*	*36*	*1.444*
*mmu05220:Chronic myeloid leukemia*	*0.029*	*22*	*1.577*
mmu04720:Long-term potentiation	0.052	19	1.548
mmu00534:Heparan sulfate biosynthesis	0.062	9	2.016
mmu03450:Non-homologous end-joining	0.076	6	2.481
mmu04062:Chemokine signaling pathway	0.080	41	1.267
mmu05210:Colorectal cancer	0.096	22	1.391
Hippocampus in situ			
*mmu04144:Endocytosis*	*0.013*	*14*	*2.133*
*mmu04060:Cytokine-cytokine receptor interaction*	*0.013*	*16*	*1.986*
*mmu05322:Systemic lupus erythematosus*	*0.014*	*8*	*3.088*
*mmu04514:Cell adhesion molecules (CAMs)*	*0.017*	*11*	*2.348*
*mmu05320:Autoimmune thyroid disease*	*0.028*	6	*3.451*
mmu05330:Allograft rejection	0.051	5	3.523
mmu04672:Intestinal immune network for IgA production	0.082	5	2.998
mmu04610:Complement and coagulation cascades	0.099	6	2.415
Cortex in situ			
*mmu00590:Arachidonic acid metabolism*	*0.016*	*9*	*2.727*
*mmu04210:Apoptosis*	*0.029*	*9*	*2.439*
mmu04640:Hematopoietic cell lineage	0.059	8	2.275
mmu04060:Cytokine-cytokine receptor interaction	0.064	16	1.623
mmu00601:Glycosphingolipid biosynthesis	0.083	4	3.838

Italics highlight pathways with *p* values <0.05

The KEGG pathways that were most significantly enriched with the differentially expressed genes in *Fmr1*KO cultured cells and isolated embryonic hippocampal and cortical tissues were related to synaptic signaling, immunological response, and cell-cell interactions. 

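In KO hippocampal cultures, 9 of 19 genes of young neurons, 9 of 21 of cholesterol and terpenoid synthesis and 14 of 54 of the ubiquitin and proteasome system were higher than in WT at an unadjusted p under 0.05; no call of these lists holds with an estimated correlation. Of the genes of postmitotic immature neurons none was lower (3 higher adjusted over the list alone), and the higher ones included the microtubule genes Tubb3 (0.50), Dcx (0.53) and Stmn1 (0.33, standard error 0.08). The median was 0.23 (adjusted p = 1.82e-05, and adjusted p = 0.452 with an estimated correlation). For cholesterol and terpenoid synthesis 0 were lower (4 higher adjusted over the list alone), and among the higher were Fdps (0.49, standard error 0.16), Fdft1 (0.36) and Idi1 (0.33), enzymes of the mevalonate route (adjusted p = 1.61e-04, and adjusted p = 0.748 with an estimated correlation). Higher ubiquitin and proteasome genes included the proteasome subunits Psma6 (0.20) and Psmc6 (0.16), and 1, the ligase Huwe1 (-0.26), was lower (adjusted p = 7.56e-06, and adjusted p = 0.452 with an estimated correlation). Ribosomal protein genes had 4 higher of 39, with Rpl14 at 0.31 (median 0.07, adjusted p = 0.00140, and adjusted p = 0.935 with an estimated correlation). The radial glia and progenitor list had a median of -0.19, with 1 of 19 lower and 0 higher (adjusted p = 0.0128, and adjusted p = 0.935 with an estimated correlation); Tnc, a matrix glycoprotein, was at -0.71, Vim at -0.37 and Nes at -0.31. Cell cycle genes had a median of -0.11 with 1 of 47 lower (adjusted p = 0.00456, and adjusted p = 0.935 with an estimated correlation). Antigen presentation, 1 higher and 1 lower of 20, and immediate early genes, with no member past the threshold, were called as lower too (adjusted p = 0.0400 and 0.0419, and adjusted p = 0.748 and 0.935 with an estimated correlation). Without the WT 2644 array, the calls of radial glia (adjusted p = 0.456), antigen presentation (0.370), ribosomal proteins (0.379), cholesterol synthesis (0.0657) and the cell cycle (0.839) ended. Without the KO 4236 array, those of radial glia (0.274), antigen presentation (0.150) and the cell cycle (0.140) did. Antigen presentation also lost its call without KO 2221 (0.0779) or WT NT (0.0678) and with quantile normalization within cultures (0.0848), ribosomal proteins without KO 2037 (0.0528), radial glia with the smallest-p probe (0.0909), and immediate early genes without KO 2038, KO 2221, KO 2620, WT 2644 or WT 3569 (0.0762 to 0.990).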

Sixteen pathways were significantly enriched in *Fmr1*KO hippocampal culture compared to WT equivalent cultures (Table 1). Six have been extensively implicated in synaptic signaling. They include “insulin signaling pathway” (*p* value = 0.001), “long-term potentiation (LTP)” (*p* value = 0.003), “axon guidance” (*p* value = 0.009), “gap junction” (*p* value = 0.017), “neurotrophin signaling pathway” (*p* value = 0.017) and “mTOR signaling pathway” (*p* value = 0.08). 

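In the genes that Table S4 lists for these pathways, KO cultures showed changes in both directions. Of the insulin pathway's 35 genes, 30 were measured and 26 passed an unadjusted p of 0.05, 14 higher and 12 lower. Axon guidance had 15 higher and 10 lower of 28 measured, neurotrophin signaling 14 and 8 of 25, long-term potentiation 7 and 5 of 14, gap junction 10 and 3 of 17, and mTOR signaling 4 and 3 of 10. Adcy8, an adenylyl cyclase driven by calcium and calmodulin, was lower by -0.74, and the calcineurin subunit Ppp3cb (0.34) and the G protein Gnaq (0.29) were higher. In the mTOR pathway, Prkaa1, a catalytic subunit of AMP-activated kinase, was higher by 0.36 and Tsc2, which restrains mTOR, lower by -0.29. Terpenoid synthesis had 7 higher and 0 lower, ribosome 10 and 0, ubiquitin-mediated proteolysis 23 and 7, spliceosome 17 and 6, and purine metabolism 17 and 11. The study picked these genes because they differed in the same arrays, so the counts are not independent evidence of a direction. In the paper's table the lowest Benjamini value of the system is 0.0825.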

Eight pathways were significantly enriched in *Fmr1*KO cortical cultures (Table 1), including “neurotrophin signaling pathway” (*p* value = 0.006), “MAPK signaling pathway” (*p* value = 0.016), and “long-term potentiation” (*p* value = 0.052). 

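Of 59 spliceosome genes in KO cortical cultures, 13 were higher and 0 lower at an unadjusted p under 0.05, among them Tra2b (0.21) and Snrpe (0.19; list adjusted p = 1.61e-04, and adjusted p = 0.748 with an estimated correlation). Apoptosis genes had 5 higher and 0 lower of 23 (1 adjusted over the list alone), with Dffa at 0.36, its partner nuclease Dffb at 0.26 and the initiator caspase Casp9 at 0.25 (adjusted p = 0.00150, and adjusted p = 0.452 with an estimated correlation). The cell cycle list had a median of 0.28 and 3 of 47 higher (adjusted p = 1.45e-04, and adjusted p = 0.935 with an estimated correlation); Mcm7, a subunit of the replicative helicase, was at 0.40 and Cdk6 at 0.57. Astrocyte genes had a median of 0.27 with 2 of 20 higher, Glul at 0.23 and Slc4a4 at 0.32 (adjusted p = 0.0113, and adjusted p = 0.748 with an estimated correlation). Ribosomal protein genes had 6 of 39 higher (adjusted p = 6.21e-04) and ubiquitin and proteasome genes 4 of 54 higher and 1 lower (adjusted p = 0.0296), both with adjusted p = 0.935 with an estimated correlation. On the lower side, 3 of 10 GABA receptor genes passed (1 adjusted over the list alone), Gabra2 at -0.65, Gabrd at -0.41 and Gabbr1 at -0.22 (adjusted p = 0.0280, and adjusted p = 0.748 with an estimated correlation). Mature glutamatergic genes had 2 of 22 lower, one being the potassium channel Kcna1 at -0.37 (adjusted p = 0.0191, and adjusted p = 0.935 with an estimated correlation). The peripheral leukocyte list had 3 of 15 lower, with Cd3e and Cd3g at background (adjusted p = 0.0105, and adjusted p = 0.452 with an estimated correlation). Among the genes of the study's own pathways, which were chosen on these arrays and so are not independent evidence, neurotrophin signaling had 19 higher and 7 lower of 31 measured, MAPK signaling 20 and 25 of 51, and long-term potentiation 9 and 4 of 16. The MAPK list in the copy used holds 57 genes, fewer than the paper's Table 1 gives. When single arrays were left out, the calls of splicing, apoptosis and leukocytes held, although that of leukocytes ended with the smallest-p probe (adjusted p = 0.284) or with quantile normalization within cultures (0.121). The other calls ended: astrocyte without KO 2037 (adjusted p = 0.0576), KO 2038 (0.0872) or WT 2644 (0.0662); cell cycle without KO 2221 (0.104) or WT 3569 (0.353); ribosomal proteins without WT 2236 (0.150); ubiquitin without KO 2620, KO 4236, WT 2236 or WT 2643 (0.0567 to 0.150), within-culture normalization (0.322) or the filter on background (0.441); GABA receptors without KO 2037, KO 2221, KO 4236 or WT 2236 (0.0998 to 0.251); and glutamatergic genes without KO 2037, KO 2221, WT 3569 or WT NT (0.149 to 0.263).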

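Of 18 choroid plexus genes in KO primary hippocampus, 5 were lower and 0 higher at an unadjusted p under 0.05 (3 lower adjusted over the list alone, and Clic6 over all genes). Besides Clic6, Kcnj13, a potassium channel of that epithelium, was at -0.68. Of 21 genes of meninges and fibroblasts, 7 were lower and 0 higher (6 lower adjusted over the list alone), with the fibrillar collagen Col3a1 at 6.45 ± 0.55 log2 in KO (SD, n = 6) and 7.58 ± 1.01 in WT (n = 6). Both lists had a median of -0.26 and camera adjusted p = 4.32e-17, and both calls hold with an estimated correlation (adjusted p = 0.00857), although values of these arrays in Table S3 had been seen for parts of both lists. The mean of the choroid plexus list was 5.90 ± 0.16 in KO and 6.28 ± 0.32 in WT arrays (exact permutation p = 0.0130), and that of the meninges list 5.51 ± 0.17 and 5.80 ± 0.26 (exact permutation p = 0.0368). Adjusted over 168 such array tests, both are 0.923. In the choroid plexus mean, the KO 2037 array, at 6.22, lay above the lowest WT array, at 6.01, and WT 2236 was highest at 6.87. The interferon list had 5 of 27 lower, with Bst2 at -0.34 and, at background, Usp18 at -0.75 (median -0.06, adjusted p = 5.94e-06, and adjusted p = 0.452 with an estimated correlation). For microglia, 1 of 24 was lower, the complement gene C1qc at -0.31 (adjusted p = 2.71e-04, and adjusted p = 0.560 with an estimated correlation). The microglial call ended without KO 2620 (adjusted p = 0.143), WT 3104 (0.0983) or WT 3569 (0.0702). Of the paper's 16 cytokine pathway genes, 15 were measured, 2 were higher and 9 lower, and 10 lay at background. Of its 11 cell adhesion genes, 5 were lower and 0 higher, with 9 at background; the study chose both sets on these arrays, so their direction is not independent evidence.

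**Figure D4:**
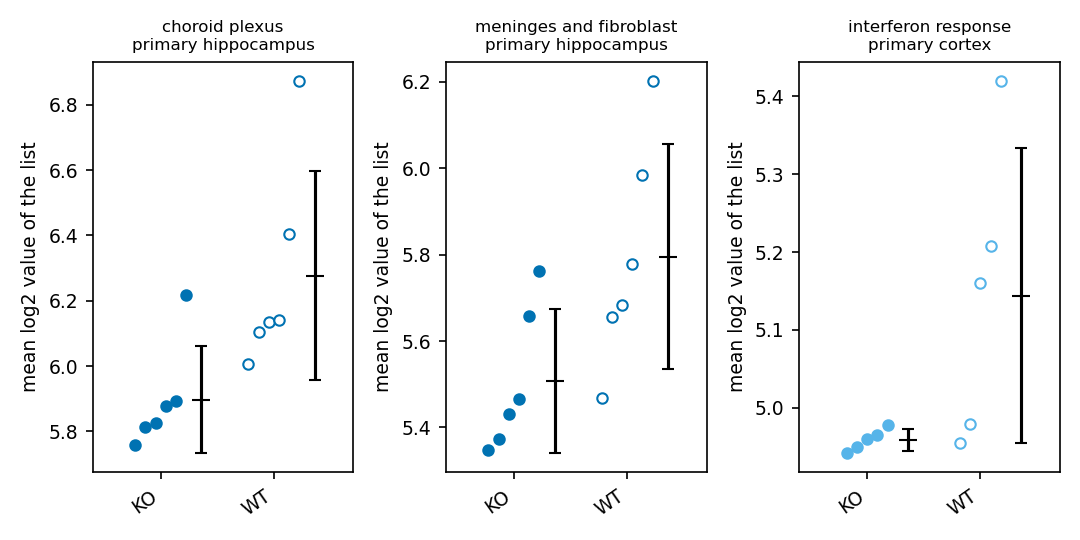
Mean log2 value of a marker list (vertical axis) in each array of KO (filled) and WT (open), with mean ± SD, for the choroid plexus and meninges lists in primary hippocampus and the interferon list in primary cortex; the axes do not start at 0. The KO means of 5.90, 5.51 and 4.96 lie below the WT means of 6.28, 5.80 and 5.14, and the ranges of the genotypes overlap.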

Five pathways were significantly enriched in *Fmr1*KO in situ hippocampus studies relating to immunological response (such as “cytokine-cytokine receptor interaction” (*p* value = 0.013)) and cell adhesion (“cell adhesion molecules” (*p* value = 0.017)). Two pathways were significantly enriched in *Fmr*1KO primary cortex. One of them was “arachidonic acid metabolism” (*p* value = 0.016), which has a role in inflammation and formation of an important group of inflammatory mediators. 

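In KO primary cortex, 3 of 24 arachidonic acid genes were higher and 7 of 27 genes induced by interferon were lower. For arachidonic acid metabolism, 3 were higher and 0 lower at an unadjusted p under 0.05, with Ggt5 (0.23), which converts leukotrienes, the lipoxygenase Alox12b (0.17) and the prostaglandin E synthase Ptges (0.16) among the leading members. The median of the list was 0.05 (adjusted p = 0.00812, and adjusted p = 0.560 with an estimated correlation), and its call ended without KO 2620 (adjusted p = 0.0782). Of the interferon response genes, 7 were lower and 0 higher (6 lower adjusted over the list alone), a call that holds with an estimated correlation (adjusted p = 5.93e-19, and adjusted p = 0.00857 with an estimated correlation), although values of these arrays in Table S3 had been seen for part of the list. Irf9 was at 6.12 ± 0.22 log2 in KO (SD, n = 5) and 6.50 ± 0.32 in WT (n = 5), and Rtp4 at 5.36 ± 0.29 and 5.87 ± 0.53. The list mean was 4.96 ± 0.01 in KO and 5.14 ± 0.19 in WT arrays (exact permutation p = 0.0476, and 0.923 adjusted over the array tests). WT litters 2236, 3569 and NT were at 5.42, 5.16 and 5.21. WT 2643, at 4.954, lay within the KO range of 4.942 to 4.978, and WT 2644, at 4.980, lay just above it. The peripheral leukocyte list had 3 of 15 higher, most at background (adjusted p = 5.94e-04, and adjusted p = 0.129 with an estimated correlation), and 10 GABA receptor genes had a median of -0.12 with none past the threshold (adjusted p = 0.0191, and adjusted p = 0.748 with an estimated correlation). The GABA receptor call ended without KO 2038, KO 2221, KO 2620, WT 2644, WT 3569 or WT NT (adjusted p = 0.0576 to 0.189), and the leukocyte call with genes above background only (0.110). Of the 9 arachidonic acid genes in Table S4, 5 were higher and 1 lower; the study picked them on these arrays, so this is not independent evidence. The lowest Benjamini value in the paper's table for this system is 0.889, and 0.441 for primary hippocampus.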

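In KO cultures, the receptor genes Grm5 and Grin2b had log2 fold changes of -0.20 to 0.06. Some GTPase and kinase genes, such as Nras and Mapk8, were higher. Grm5, which encodes mGluR5, had log2 fold changes of 0.06 in hippocampal and -0.20 in cortical culture (exact permutation p = 0.643 and 0.0238). The NMDA receptor gene Grin2b was at 0.00 and -0.17, Mtor at -0.11 and -0.06, and Nras at 0.26 in cortical culture. Of 46 genes of mGluR5 signaling and long-term potentiation, 7 were higher and 1 lower in hippocampal culture at an unadjusted p under 0.05 (1 higher adjusted over the list alone, Nras), and 5 higher and 1 lower in cortical culture, where the small GTPases Rap1a (0.25) and Rap1b (0.18) led. In cortical culture the list's median and mean were -0.01 while the test's direction was up. Among 30 mTOR and translation genes, 3 were higher and 1 lower in hippocampal and 6 higher and 0 lower in cortical culture, and among 35 genes of neurotrophin and MAPK signaling 6 and 2, and 6 and 1 (2 higher in cortical culture adjusted over the list alone). Mapk8, the kinase JNK1, was at 0.31, and the adaptor Crk at 0.24 in hippocampal and 0.33 in cortical culture. In both tissues, none of these 3 lists had a member past the threshold. Camera called none of the 3 lists in any system, after adjustment over the lists and systems.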

Several synaptic mGluR5-coupled signaling pathways perturbed in KO versus WT in cortical and hippocampal neuronal cultures include genes that may have roles in FMRP-regulated mRNA translation at the synapse (Additional file 5: Table S5). Importantly, the signature in embryonic brain tissue was primarily immunological, compared to a primarily synaptic signature in the cultured samples.

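No single gene differed between cultures and tissues in its response to the loss of *Fmr1* at an adjusted p under 0.05 from limma. Unadjusted, 1457 genes did so in hippocampus (933 with a more positive KO effect in culture, 524 with a more negative one) and 1508 in cortex (495 and 1013). By probes these are 5.02 and 4.67%, where chance gives 5%. By list, camera called the difference for 7 lists in hippocampus (5 more positive in culture, 2 more negative) and 7 in cortex (5 and 2). The KO effect on genes of postmitotic immature neurons was more positive in hippocampal culture than in primary hippocampus by a median of 0.22 (adjusted p = 0.00171, and adjusted p = 0.747 with an estimated correlation), and that on ubiquitin and proteasome genes by 0.12 (adjusted p = 2.14e-06, and adjusted p = 0.538 with an estimated correlation). It was more negative on radial glia genes by -0.18 (adjusted p = 0.0416, and adjusted p = 0.940 with an estimated correlation) and on cell cycle genes by -0.08 (adjusted p = 0.0284, and adjusted p = 0.970 with an estimated correlation). In cortex, the effect on interferon response genes was more positive in culture by 0.20 (adjusted p = 6.48e-05, and adjusted p = 0.747 with an estimated correlation), and that on peripheral leukocyte genes more negative, by -0.16 (adjusted p = 3.73e-05, and adjusted p = 0.108 with an estimated correlation). Of the lists of mGluR5 signaling, axon guidance, mTOR, neurotrophin signaling and cytokines, none differed by camera in either region. None of these differences by list holds with an estimated correlation. The paper reports enriched synaptic pathways in the cultures and cytokine and arachidonic acid pathways in the tissues, and names cell adhesion separately. Its Table 1 also lists RIG-I-like receptor, T cell receptor and chemokine signaling in cortical culture. The paper concludes that the signature of the embryonic brain was mainly immunological and that of the cultures mainly synaptic.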

To validate and reproduce our findings, we also performed pathway-enrichment analysis on differentially expressed genes in culture and in brain using a separate tool, MetaCore, with similar outcomes. Networks associated with neuronal processes were over-represented in cultures (Development_Neurogenesis_Axonal Guidance, Additional file 6: Figure S1A). In contrast, networks associated with immune disorders were over-represented in brain samples (Autoimmune Diseases, Additional file 6: Figure S1B).

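Axon guidance genes moved both ways in KO hippocampal culture: of 47 measured, 7 were higher and 6 lower at an unadjusted p under 0.05. Unc5d, a netrin receptor, was higher by 0.69, the semaphorin Sema4f by 0.40 and the cytoskeletal kinase Limk1 by 0.40, and the ephrin receptor Epha2 was lower by -0.26. In cortical culture 1 was higher and 1 lower, and in both tissues none passed. The list was not called by camera in any system, and no member passed when adjusted over the list alone in the cultures.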

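Of 48 measured genes of cytokines, chemokines and their receptors, 3 were lower and 0 higher in primary hippocampus at an unadjusted p under 0.05, including the receptor chain Il10rb (-0.24) and, at background, the chemokine Ccl9 (-0.28). In primary cortex, 3 were higher and 0 lower, including Il3ra (0.24) and, at background, Ccr2 (0.14) and Il1a (0.13). Cx3cr1, the fractalkine receptor of microglia, had log2 fold changes of -0.19 and 0.09 in hippocampus and cortex, and the chemokine Cxcl12 of -0.08 and -0.07. With 1 probe per gene, that with the highest mean, as used for this list, 280 of all 18194 genes passed in primary hippocampus and 302 in primary cortex. The odds ratio of the list was 7.09 among the lower genes of primary hippocampus and 5.43 among the higher genes of primary cortex (Fisher's exact test, adjusted p = 0.195 and 0.239). In the cultures, 1 was higher and 1 lower in hippocampal and 1 higher and 3 lower in cortical culture, and camera called the list in none of the 4 systems.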

In addition to analyzing each system separately, we also examined the overlap of pathways and commonalities between embryonic brain and cultures and between two different brain regions (cortex and hippocampus; Additional file 7: Table S7). 

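The cultures shared 652 genes that differed in the same direction in KO at an unadjusted p under 0.05, 464 higher and 188 lower; 128 more differed in opposite directions. Both cultures come from the same litters, so the number without a genotype effect was taken from exchanging genotypes between the 10 litters: its median was 284 shared genes, against 637 for the real genotypes, and 24 of 100 arrangements, the real one included, shared as many. *Fmr1* and Cd99l2, an adhesion protein encoded near it on chromosome X, were lower, and Dffa and Rab39b, a neuronal Rab GTPase, were higher in both cultures and in both tissues, by the probe with the smallest p of each gene. The brightest probe of Cd99l2 was higher instead (0.38, 0.24, 0.17 and 0.23 in hippocampal culture, cortical culture, primary hippocampus and primary cortex), and the brighter probe of Rab39b was at 0.19, -0.10, -0.10 and -0.07. Among genes the study placed in the shared pathways, which it chose on these arrays, spliceosome genes were mostly higher in KO in both, 17 against 6 lower in hippocampal and 27 against 2 lower in cortical culture. Endocytosis genes in cortical culture split 23 to 20. The deviations of a litter from its group, over genes, had a median correlation of 0.31 between the cultures, above 0.1 in 9 of 10 litters, although genes are not independent replicates.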

The commonalities between cortical and hippocampal cultures converged on pathways such as “ribosome,” “neurotrophin signaling pathway,” “long-term potentiation,” “endocytosis,” and “spliceosome,” which mostly relate to synaptic signaling. In brain, we observed convergence on the “cell adhesion molecules” pathway between hippocampus and cortex.

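The tissues shared 33 genes in the same direction in KO at an unadjusted p under 0.05, 13 higher and 20 lower, and 11 in opposite directions. In the 10 litters common to all systems they shared 37, and exchanging genotypes between these litters gave a median of 78, with 76 of 100 arrangements, the real one included, sharing as many. The meninges and choroid plexus markers that were lower in hippocampus had medians of -0.01 in cortex, and the KO effect on both lists was more negative in hippocampus (medians of the difference -0.21 and -0.32, adjusted p = 3.75e-07 and 6.23e-06, and adjusted p = 0.461 and 0.538 with an estimated correlation). Between culture and tissue of the same region, 39 genes were shared in hippocampus and 67 in cortex; in the 10 litters these were 33 and 72, and the medians for exchanged genotypes 63 and 62. The deviations of a litter from its group had a median correlation across genes of 0.44 between the tissues, above 0.1 in 10 of 10 litters; between a culture and a tissue the medians were 0.03 to 0.08, with 3 to 5 of 10 litters above 0.1.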

We examined the over-representation of differentially expressed genes in *Fmr1*KO cultures and brain tissues for three gene sets associated with cognitive development defects: (1) Mouse Gene Informatics (MGI) genes associated with behavioral/neurological phenotypes [22]; (2) human autism candidate genes from Simons Foundation Autism Research Initiative (SFARI) [23]; and (3) FMRP binding targets [24] (Additional file 8: Table S8). The genes down-regulated in murine *Fmr1*KO cultures were enriched for MGI behavioral/neurological phenotype genes, human SFARI-related genes, and FMRP targets. However, the overlap between these three lists and differentially expressed genes in embryonic brain tissue was not significant (Additional file 9: Table S9, Additional file 10: Table S10 and Additional file 11: Table S11). 

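By Fisher's exact test with the smallest-p probe of each gene, autism candidate genes and FMRP targets were over-represented among the genes lower in KO cultures. Chance was not excluded. For SFARI genes, 30 and 11 of 100 groupings of the arrays in hippocampal and cortical culture gave a one-sided Fisher p as small. For FMRP targets, 7 and 39 did. Of 838 genes lower in hippocampal culture, 51 were SFARI genes, an odds ratio of 2.01 (95% confidence interval 1.47 to 2.71, Fisher's exact test, adjusted p = 1.39e-04 over 24 tests), and 99 were FMRP targets, 2.89 (2.29 to 3.62, adjusted p = 8.25e-16). By the same exact test, 93 of 1554 genes lower in cortical culture were SFARI genes, 2.06 (1.62 to 2.59, adjusted p = 1.01e-07), and 106 FMRP targets, 1.53 (1.22 to 1.89, adjusted p = 6.09e-04). Among the higher genes, SFARI genes had odds ratios of 1.08 and 0.941. FMRP targets had 0.571 in hippocampal culture (0.420 to 0.762, Fisher's exact test, adjusted p = 2.23e-04). In cortical culture they had 1.19 (0.931 to 1.49, Fisher's exact test, adjusted p = 0.332). The paper's Table 3 lists FMRP targets as enriched among the higher genes of cortical culture too, which was not found here with all arrays. SFARI genes had 2.61 probes per gene and FMRP targets 2.47, against 1.87 for all others, and a gene with more probes has more chances of a small p. With the probe of the highest mean in place of the smallest p, the odds ratios of SFARI genes were 1.43 and 1.23 (Fisher's exact test, adjusted p = 0.207 and 0.329 over the 16 tests of lower and higher genes), and that of FMRP targets in cortical culture was 0.518 (adjusted p = 0.0136). Camera over all genes called FMRP targets as lower in hippocampal culture (adjusted p = 1.58e-04, and adjusted p = 0.104 with an estimated correlation), but neither SFARI genes in either culture nor FMRP targets in cortical culture, where its direction was up (adjusted p = 0.246 for each). The FMRP call in cortical culture also ended without KO 2038 (1.35), WT 2236 (1.21), WT 2644 (1.28) or WT NT (1.26), where the adjusted p from Fisher's exact test was 0.0602 to 0.180. The behavioral phenotype list of Table S1 is incomplete in the copy used and was not tested.

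**Figure D5:**
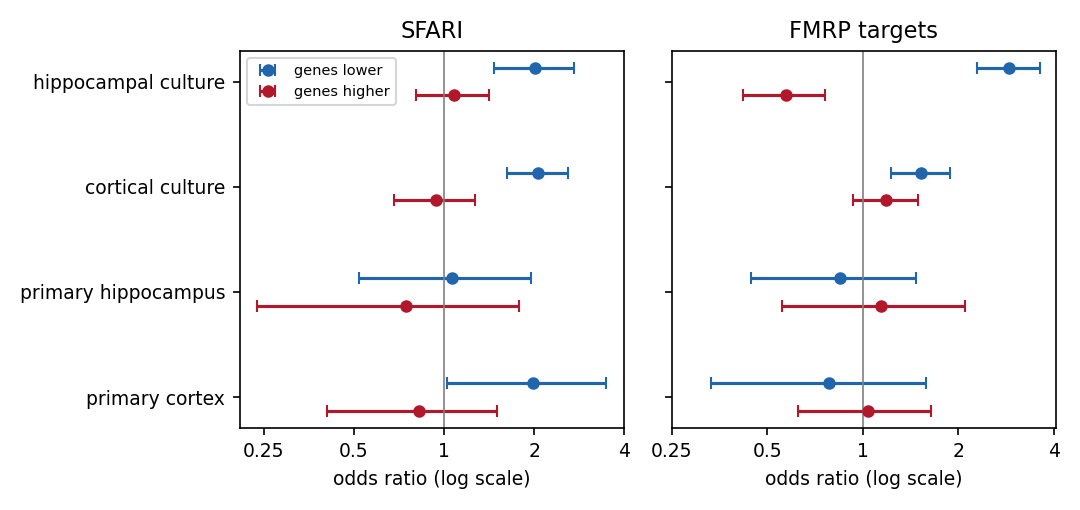
Odds ratios with 95% confidence intervals (horizontal axis, log scale) of SFARI genes and FMRP targets among genes lower and higher in KO, per system. In the cultures, the intervals of the lower genes lie above 1 for both lists; those of primary hippocampus include 1.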

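In primary hippocampus, 11 of 319 lower genes were SFARI genes (odds ratio 1.06, 0.522 to 1.94) and 13 were FMRP targets (0.846, 0.443 to 1.48). In primary cortex, 13 of 211 lower genes were SFARI genes, 1.97 (1.03 to 3.48, Fisher's exact test, adjusted p = 0.0678), and 8 were FMRP targets, 0.785 (0.333 to 1.58). Higher genes had odds ratios of 0.745 and 0.827 for SFARI genes and 1.14 and 1.04 for FMRP targets. The primary cortex value for SFARI genes passed an adjusted p of 0.05 where only genes above background were used (2.70, Fisher's exact test, adjusted p = 0.00578) and without KO 2620 (1.98), WT 2643 (2.00) or WT 2644 (2.16). The intervals of SFARI genes in primary cortex and in the cultures overlap; the difference between the odds ratios was not tested.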

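Of 706 SFARI symbols, 682 matched a mouse gene and 592 of these are on the array; of 939 FMRP targets, 905 matched and 868 are on the array. Brain expression is common to both: 82.3% of the SFARI genes and 94.0% of the FMRP targets lay above background in these arrays. They share 57 genes, where 28.2 would be shared by chance, an odds ratio of 2.21 (Fisher's exact test, p = 5.94e-07).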

We also found a significant overlap between SFARI and FMRP (*p* value = 4.41E−7), SFARI and MGI behavioral (*p* value < 2.2E−16), FMRP and MGI behavioral (*p* value = 1.03E−8) gene lists.

### Differentially expressed genes in *Fmr1*KO in cultured neurons are preferentially expressed in early human brain development, whereas genes in embryonic hippocampal and cortical tissues correspond more closely to later developmental stages

To identify the predominant gene clusters in mice that corresponded to developing human neocortex and hippocampus, we used PCA to compare 13,830 genes in sample space in the two datasets, respectively. Our reference model for development was the human neocortical and hippocampal transcriptome at 15 stages, profiled using Affymetrix Human Exon 1.0 ST Array as previously described [25]. We integrated this reference data with our mouse data, which comprised 21,141 unique genes. Of the 16,492 unique minimal human Entrez IDs present on Affymetrix Exon ST 1.0 array, 14,653 genes correspond with homologous mouse Entrez Gene ID and 13,830 unique genes are shared between the Human Exon 1.0ST and Mouse 430 2.0 arrays (Additional file 12: Table S12).

Figure 2 shows the first two principal components for each gene (each dot signifies a gene). In the hippocampus, PC1 and PC2 captured 29 and 12 % of variation, respectively, and in the neocortex, they captured 27.7 and 11.3 % of variation, respectively. Visually, there appeared to be three large-scale patterns of co-expression in each of the developmental time series represented on PCA. Therefore, we used K-means clustering (*k* = 3) to clarify these clusters. The first cluster primarily had genes where the first PC was negative (PC1 < 0; H0 and C0 in the hippocampus and cortex respectively; magenta dots). Plotting these genes against developmental stage showed that they were typically up-regulated between the first and sixth stages of development and that their expression decreased subsequently (median value for each cluster based on RMA-normalized signal; right side of Fig. 2). Stages 1 to 7 are defined as fetal stages in Kang et al. [25]. Genes with a positive first PC1 (PC1 > 0) were subdivided to two clusters, cluster 1 (green dots, H1/C1) and cluster 2 (blue dots, H2/C2). Genes whose expression was higher during developmental stages 7–11 are represented by H1 and C2 (infancy and childhood). H2 and C1 correspond primarily to genes up-regulated during young, middle, and late adulthood. The border between H0/H1 and C0/C2 may be defined as birth, with its associated broad changes in gene expression. Overall, we observed that during human hippocampal development, 42 % (5808), 31 % (4242), and 27 % (3780) of total genes resided in H0, H1, and H2 clusters, respectively. During cortical development, 40 % (5572), 30 % (4217), and 29 % (4041) of total genes resided in the C0, C1, and C2 clusters, respectively.

**Fig. 2:**
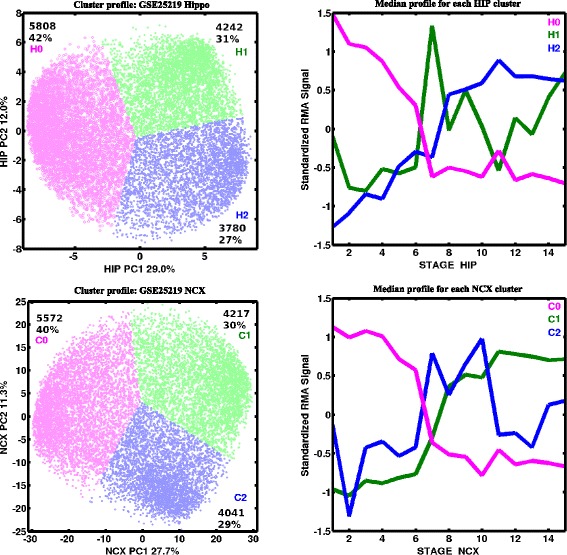
Integration of human GSE25219 and mouse data with cluster-representative profiles. The maps show gene-centric PCA (left panel) of 15 human developmental stages in hippocampus (*top*) and in cortex (*bottom*). Median profile for each cluster is represented on the right panel of the figure

To investigate the expression profiles of murine homologues in the human data, we highlighted differentially expressed murine genes onto the human developmental transcriptome map. Figure 3 shows differentially expressed genes (blue: down-regulated, red: up-regulated, black: combined) for hippocampal and cortical KO/WT cultures and for embryonic hippocampus and cortex tissue.

**Fig. 3:**
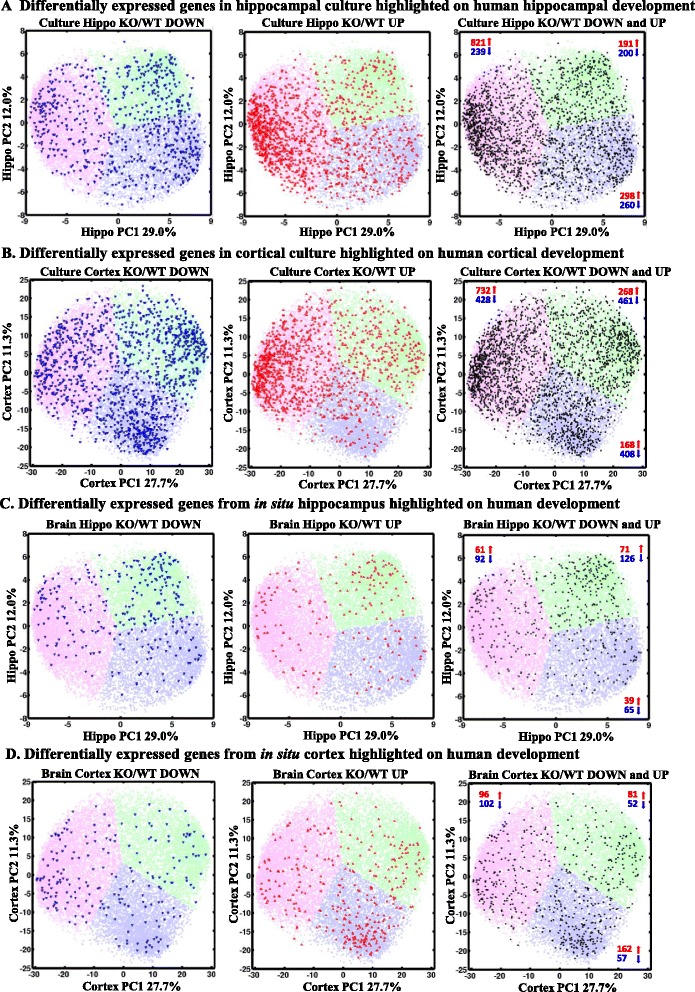
Differentially expressed murine genes highlighted on the human developmental transcriptome map. Differentially expressed genes in *Fmr1*KO **a** hippocampal and **b** cortical culture are expressed early in human development and expressed late in **c** in situ hippocampus and **d** in situ cortex (blue: down-regulated, red: up-regulated, black: combined)

The majority of genes that were up-regulated in murine *Fmr1*KO cortical and hippocampal cultures segregated into cluster 0. This finding is indicated by the increased density of red dots (genes) at the 9 o’clock periphery of the upper panels in Fig. 3 and the highest percentage in the corresponding cluster in Table 2. These findings indicate that genes up-regulated in KO mice tended to have increased expression in early development (than later) of the corresponding brain area.

**Table 2:** Integration of human neocortex/hippocampus developmental genes and mouse differentially expressed genes in culture and brain

Case/cluster	H0	H1	H2	Case/cluster	C0	C1	C2
All genes	5808	4242	3780	All genes	5572	4217	4041
%	42	31	27	%	40	30	29
Differentially expressed genes in cultured cells							
Hippo culture KO/WT down	239	200	260	Cortex culture KO/WT down	428	461	408
%	34	29	37	%	33	36	31
Hippo culture KO/WT up	821	191	298	Cortex culture KO/WT up	732	268	168
%	63	15	23	%	63	23	14
Hippo culture KO/WT combined	1060	391	558	Cortex culture KO/WT combined	1160	729	576
%	53	19	28	%	47	30	23
Differentially expressed genes in primary brain tissue							
Hippo brain KO/WT down	92	126	65	Cortex brain KO/WT down	102	52	57
%	32.5	44.5	23	%	48.3	24.6	27.1
Hippo brain KO/WT up	61	71	39	Cortex brain KO/WT up	96	81	162
%	35.7	41.5	22.8	%	28.3	24	47.7
Hippo brain KO/WT combined	153	197	104	Cortex brain KO/WT combined	198	133	219
%	33.7	43.4	22.9	%	36	24.2	39.8

Next, we highlighted differentially expressed genes in embryonic brain tissue in human development (Fig. 3c, d). We observed that the majority of differentially regulated genes in murine *Fmr1*KO primary hippocampus segregated to Cluster H1, which represents a later stage in human development (Table 2). The majority of up-regulated genes in murine *Fmr1*KO primary cortex segregated to cluster 2 (C2). This finding indicates that the majority of differentially expressed genes (mostly up-regulated genes which partition to H1 and C2 in the hippocampus and cortex) in primary brain tissue tended to be expressed at higher levels in later development. Overall, differentially expressed genes in murine culture were over-represented for early expression in humans (cortical culture: 95 % CI = 1.28–1.53, OR = 1.4; hippocampal culture: CI = 1.5–1.83, OR = 1.66), while the differentially expressed genes in tissue were under-represented at early stages (cortex: 95 % CI = 0.69–0.99, OR = 0.83; hippocampus: 95 % CI = 0.57–0.85, OR = 0.69) and over-represented in later stages (Additional file 13: Table S13).

Next, we determined if enrichment of up-regulated genes in KO mouse CNS in the early phases of development was a consequence of common non-cell-type-specific cell-cycle changes. We used the DAVID program to perform a KEGG pathway-level analysis of the 732 C0- and 821 H0-related up-regulated genes (red clusters in Fig. 3a, b). This analysis showed that in addition to cell-cycle-related processes, there was an over-representation of processes such as the neurotrophin signaling pathway and the T cell receptor signaling pathway in the C0-related subset of genes. In addition, the insulin signaling pathway, gap junction, endocytosis, ErbB signaling pathways and axon guidance were over-represented in the H0-related subset of genes (Additional file 14: Table S14).

## Discussion

The *Fmr1*KO mouse is a valuable model for studying FXS and a subset of patients with autism. We selected to work with FXS mouse model as it constitutes one of the more established and studied models of the more homogeneous monogenic forms of autism. Even so, we accept that it might not be fully representative for autism, which exhibits striking heterogeneity.

We investigated whether transcriptomic changes in *Fmr1*KO embryonic brain tissues were paralleled by those obtained in cultured *Fmr1*KO neurons. Although we found several commonalities, there were systematic differences that were surprising to us and, to our knowledge, are previously unreported. For example, in the in situ CNS of the *Fmr1*KO mouse, there was a significant enrichment of genes involved in immunological signaling; this pattern was not evident in cultured neurons. Conversely, in cultured neurons, we found a perturbation in several overlapping excitatory glutamatergic signaling cascades. Most are downstream of mGluR and neurotrophin signaling and may be coupled to FMRP-regulated mRNA translation.

As indicated by PCA, the distance between KO and WT clusters in cultures was higher than the distance between KO and WT in intact embryonic brain tissue. In addition, we observed a drastic difference in the numbers of differentially regulated genes in cultured cells and intact brain. Both findings suggest that the murine gene expression profile of cortical neuronal cultures and hippocampal neuronal cultures captures the difference between FXS and WT better than brain tissue. One possible explanation for this finding is that the effects of the *Fmr1* mutation on gene expression are more directly observable in cultured cells because of the more simplistic nature of the model with fewer different cell types and absence of a buffer to perturbation (culture). Primary brain is a complex tissue that can develop compensatory mechanisms to disease and has many cell types, with different gene expression patterns, therefore diluting a particular phenotype. The phenotype is exaggerated in culture and subtle in the organism, with factors not present in vitro playing a role in disease pathogenesis and severity.

The findings in our cultured cells were congruent with the well-established classical mGluR theory of FXS [1, 12, 13]. Specifically, we found significant perturbation in LTP, neurotrophin signaling pathway, and mammalian target of rapamycin (mTOR) and mitogen-activated protein kinase (MAPK) signaling cascades in *Fmr1*KO cultures. Over-activation of these cascades could lead to abnormal synaptic function owing to exaggerated protein synthesis in FXS [2, 4]. Of the differentially expressed genes, several are key activators in these aforementioned pathways [2]. Several have also been implicated in autism-related disorders [26], which have a high rate of comorbidity with FXS. However, as a large percentage (15–60 %) of children with FXS meet diagnostic criteria for autism, the findings might be relevant to a specific subset of cases with autism. Our findings support the hypothesis that the transcriptional variation in this Fragile X model is focused within mGluR-activated pathways related to synaptic plasticity.

Although the contrast between gene expression in brain tissue and in cultured neurons in *Fmr1*KO is novel, the finding of an immunological signal in the CNS is not. A module enriched for immune genes and glial markers has been observed in autism spectrum disorder (ASD) human post-mortem brain tissue [27, 28], and immunity response-related pathways were perturbed in *Fmr1*KO and *Tsc2*+/− murine cerebellum [29]. Various studies have implicated a dysregulated immune system response in ASD [30–35], but the exact mechanisms by which this dysfunction relates to autism-related disorders are not well-established. Moreover, although the genes are labeled as immunological in function, they also function as morphogens in the developing CNS [36]. Thus, their appearance in the intact CNS may mark a change in development rather than the inflammatory response they evince in the peripheral vasculature.

One possible explanation is that the end result of the *FMR1*-related disorders is an immunological phenotype that can be observed in the brain. However, culturing cells frees them from environmental factors that influence this phenotype, allowing them to manifest the synaptic-related dysfunctions of FXS. In addition, one of the reasons why synaptic and/or neuronal effects were more prominent in neuronal cultures may be because the immunological changes are less visible due to the lack of blood vessels or limited number and type of glia in cultured neurons. Another explanation is the presence of active glial cells in brain—especially microglia, which are the brain’s professional phagocytes. Transformation of microglia to reactive states in response to pathology has been known for decades as microglial activation [37]. Neuroglial activation and neuroinflammation have been observed in the brains of autism patients [28, 35, 38–40] and reactive astrocytes in several brain regions of *Fmr1*KO mice were previously revealed [41]. Moreover, the morphological phenotype observed in *Fmr1*KO neurons—the high density of dendritic spines [8–11]—might be linked to pruning defects by microglial cells [42–45]. The immunological phenotype therefore adds to prior evidence of a link between CNS pathology and glial activation [46, 47] in *Fmr1*KO mice [41].

We used Human Brain Transcriptome data to construct a map of genes that are active at different stages of human brain development. We defined three clusters of genes corresponding to prenatal, early, and late developmental time points in the cortex and hippocampus. We highlighted human genes homologous to the differentially expressed murine genes from culture and brain tissue, providing a temporal analysis of the expression of these genes. Up-regulated genes in KO cultures (as compared to WT cultures) tended to be genes whose physiological expression peaks early in healthy development. By contrast, differentially expressed genes in brain tissues were those whose expression peaks later in healthy development. Up-regulated genes from intact KO murine hippocampus and cortex were over-represented among genes with later physiological expression in human development. We hypothesize that the isolation and culture of neurons caused cortex and hippocampus cells to act “juvenile” or “de-differentiated” and therefore to express a “younger” transcriptomic profile. We have also found an enrichment of down-regulated genes in *Fmr1*KO cultures in literature databases on cognitive traits (MGI murine genes associated with behavioral/neurological phenotype, human SFARI genes, and FMRP binding targets). Together, we speculate that KO cultures bear a greater resemblance to earlier stages of development, and conversely, primary brain tissue bears a stronger resemblance to later stages of development.

## Conclusions

The findings from this study are summarized in Table 3 and highlighted in the list below:

**Table 3:** Summary of findings

	Differentially expressed genes in *Fmr1*KO vs WT (disease genes)			
	Culture		Brain	
	Hippocampus	Cortex	Hippocampus	Cortex
Number of differentially expressed genes	2648	3372	726	866
Distance between KO and WT clusters on PCA (PC1/PC2)	3.73/0.7	3.31/3.20	0.99/0.6	0.39/0.32
Pathway enrichment	Neuronal processes		Immune processes	
Human development	Early (H0 cluster)	Early (C0 cluster)	Later (H1 cluster)	Later (C2 cluster)
	Up-regulated	Up-regulated	Down- and up- regulated	Up-regulated
SFARI human genes	Significantly enriched in down-regulated genes	Significantly enriched in down-regulated genes	Not significant	Not significant
MGI mouse genes associated with behavioral/neurological phenotype	Significantly enriched in down-regulated genes	Significantly enriched in down-regulated genes	Not significant	Not significant
FMRP targets	Significantly enriched in down-regulated genes	Significantly enriched in down- and up- regulated genes	Not significant	Not significant

1. There is an over-representation of immune-related transcriptional activity in embryonic *Fmr1*KO cortex and hippocampus in comparison to neuronal signaling pathways in cortical and hippocampal primary cultures.
  Importance: In addition to neuronal pathology, research on disease treatments should also consider the impact of immune dysregulation, which is comparatively less studied.
2. Up-regulated genes in murine KO cultures corresponded to genes whose peak expression occurs *early* in human development, while differentially expressed genes measured in murine KO embryonic brain tissue corresponded to genes whose peak expression occurs *later* in human development.
  Importance: Cultured cells may recapitulate an early phase of the disease, which is also less obscured with “immunological” phenotype and in vivo compensatory mechanisms.
3. Down-regulated differentially expressed genes in KO cultures are enriched for (1) genes implicated in autism (SFARI), (2) genes associated with behavioral/neurological phenotypes of autism in mice (MGI), and (3) FMRP binding targets.
  Importance: These findings suggest that there are potential shared disease-related mechanisms in fragile X and other autism phenotypes in mice.
4. Together, these results suggest that the *Fmr1*KO culture system:
  Better captures the difference between genotypes in comparison to embryonic brain tissue.
  Bears greater resemblance to earlier stages of human development
  Bears the significant resemblance to the genes previously implicated with autism in human in comparison to brain tissue

To conclude, cultured hippocampal and cortical cells exhibited a more neurogenesis-related gene transcriptome, while primary brain tissue exhibited a more immunological transcriptome. These results are consistent with previous findings showing a role for the immunological response in neurodevelopmental disorders. *Fmr1*KO differentially expressed genes in culture coincided with genes active in early human sdevelopment, while the brain-related differentially expressed genes coincided with genes more active later in human development.

## Availability of supporting data

The data set supporting the results of this article is available in the Gene Expression Omnibus repository with the accession identifier GSE71034 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE71034).

## Additional files

Additional file 1: Table S1. Genes associated with defects in cognitive development: MGI, SFARI, and FMRP targets. (XLSX 111 kb) Additional file 2: Table S2. Centroid calculation for each cluster in Fig. 1. The distance between clusters is represented as a difference of absolute values on the PC1 and PC2 axes. (XLSX 9 kb) Additional file 3: Table S3. List of significant differential gene expressed in four systems. (XLSX 1 mb) Additional file 4: Table S4. Detailed KEGG pathway-enrichment analysis of differentially expressed genes between KO and WT mice. (XLSX 21 kb) Additional file 5: Table S5. Selected over-represented KEGG pathways with core differentially expressed genes in *Fmr1*KO that made a pathway significant. (XLSX 11 kb) Additional file 6: Figure S1. Metacore enrichment analysis of differentially expressed genes in culture and in primary brain based on differentially affected functional ontologies such as (A) “Process Networks” and (B) “Diseases (by Biomarkers)”. (DOCX 124 kb) Additional file 7: Table S7. Overlap of pathways and commonalities between two different types of preparations (brain and culture) and between two different brain regions (cortex and hippocampus). (XLSX 237 kb) Additional file 8: Table S8. Unique and annotated mouse genes after differential gene expression analysis in four systems. Mapping to MGI genes, human SFARI genes, and FMRP targets. (XLSX 4 mb) Additional file 9: Table S9. Significance of overlap for hippocampal or cortical cultures and embryonic brain tissues of KO/WT up/down/combine differentially expressed genes AND MGI genes with behavioral/neurological phenotype (http://www.informatics.jax.org/searches/Phat.cgi?id=MP:0005386). Fisher’s exact test was used to calculate the statistics. (XLSX 11 kb) Additional file 10: Table S10. Significance of overlap for hippocampal or cortical cultures and embryonic brain tissues of KO/WT up/down/combine differentially expressed genes AND human SFARI genes. Fisher’s exact test was used to calculate the statistics. (XLSX 12 kb) Additional file 11: Table S11. Significance of overlap for hippocampal or cortical cultures and embryonic brain tissues of KO/WT up/down/combine differentially expressed genes AND FMRP binding targets. Fisher’s exact test was used to calculate the statistics. (XLSX 12 kb) Additional file 12: Table S12. Integration of mouse and human data to represent development. Final number of genes in common between the datasets: 13830. (XLSX 2 mb) Additional file 13: Table S13. Significance of overlap for murine differentially expressed genes (up + down) and genes represented in a specific cluster in human development. Fisher’s exact test was used to calculate the statistics. (XLSX 16 kb) Additional file 14: Table S14. Enriched pathways in murine differentially expressed up-regulated genes in cortical and hippocampal cultures highlighted on human development (C0 and H0 clusters respectively).

## Abbreviations

ASD: autism spectrum disorder
CAMs: cell adhesion molecules
CNS: central nervous system
DAVID: Database for Annotation, Visualization and Integrated Discovery
*Fmr*1: fragile X mental retardation 1
FMRP: fragile X mental retardation protein
FXS: fragile X syndrome
HBT: human brain transcriptome
HIP: hippocampus
KEGG: Kyoto Encyclopedia of Genes and Genomes
KO: knockout
LTD: long-term depression
LTP: long-term potentiation
MAPK: mitogen-activated protein kinase
MGI: Mouse Gene Informatics
mGluR: metabotropic glutamate receptor
mTOR: mammalian target of rapamycin
NCX: neocortex
PC: principal component
PCA: principal component analysis
RMA: robust multi-array average
SFARI: Simons Foundation Autism Research Initiative
Tsc2: tuberous sclerosis protein 2
WT: wild type

# Supplementary material for: Gene expression analysis in Fmr1KO mice identifies an immunological signature in brain tissue and mGluR5-related signaling in primary neuronal cultures
**Source:** Mol Autism. 2015 Dec 21;6:66. doi: 10.1186/s13229-015-0061-9
**Supplement:** Additional file 6: Figure S1. — Metacore enrichment analysis of differentially expressed genes in culture and in primary brain based on differentially affected functional ontologies such as (A) “Process Networks” and (B) “Diseases (by Biomarkers)”.

Figure S1: Metacore enrichment analysis of differentially expressed genes in culture and in primary brain based on differentially affected functional ontologies such as (A) “Process Networks” and (B) “Diseases (by Biomarkers)”.

| 1. |  | HippoCultureKOminusWT_EntrezID_genelist |
| --- | --- | --- |
| 2. |  | CorticalCultureKOminusWT_EntrezID_genelist |
| 3. |  | HippoBrainKOminusWT_EntrezID_genelist |
| 4. |  | CortexBrainKOminusWT_EntrezID_genelist |

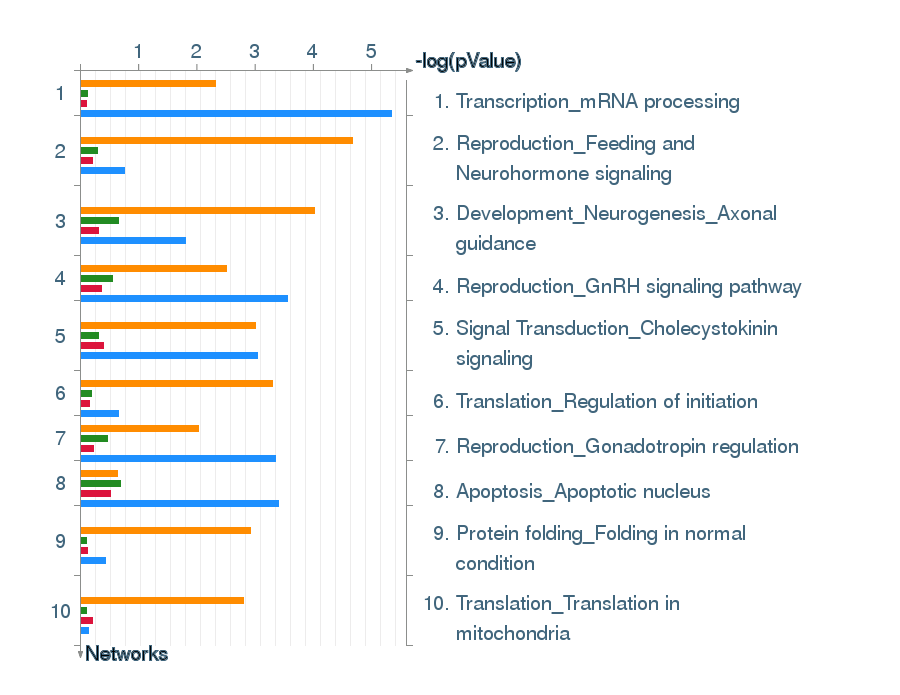

**A.**

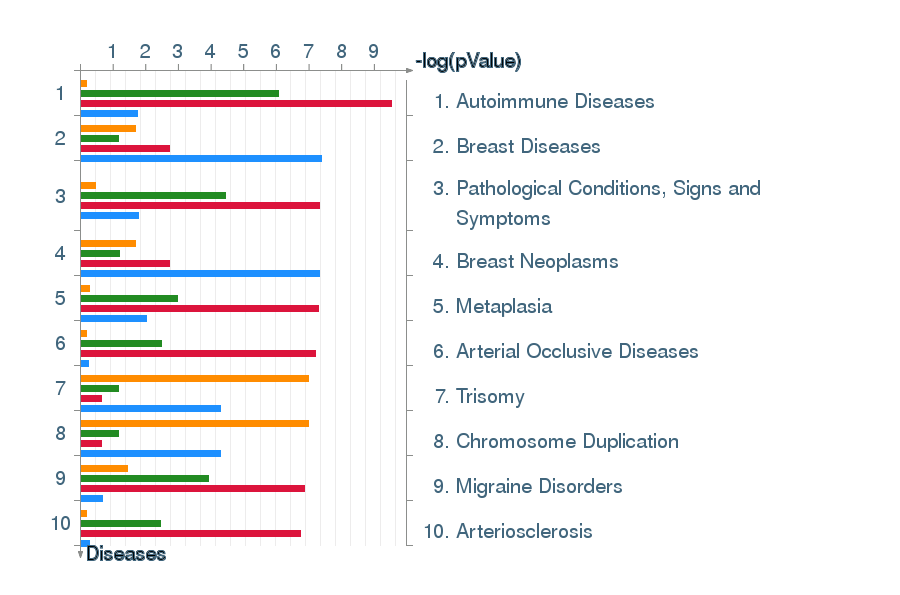

**B.**

How the deposited data were processed for this re-analysis (not part of the article)

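Total RNA from hippocampal and cortical neuronal cultures and from the embryonic hippocampus and cortex of *Fmr1*KO and WT mice had been hybridized to Affymetrix mouse arrays, 42 in all, with 100 ng of RNA each. Arrays were grouped by the system and genotype in their labels into 8 groups of 5 or 6. The mouse ID of the labels was read as the litter, since it recurs across the systems. The paper speaks of pairs of KO and WT replicates processed on the same day, but the labels name neither a pair nor a day, so no such pairing was used.

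The authors deposited log2 values that they had made from the scanned arrays with RMA, that is, background correction, quantile normalization across arrays and a summary per probe set; which arrays were normalized together is not stated. The distributions of the arrays were checked and are nearly equal, as this normalization leaves them. The deposited values were taken as they are. Arrays have no counts, so the number of arrays limits the precision.

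Of 45101 probes, 64 controls were left out. Of the remaining probes, 34945 carry 1 gene, 932 several and 9160 none; probes with several genes or none were tested but not counted as genes. By Entrez ID, 34741 probes were found in the RefSeq annotation of GRCm38.p6, which was used for positions. The background level is the 95th percentile of the mean log2 value of 123 probes for olfactory, vomeronasal and keratin-associated genes, and a probe not above it in the group with the higher mean is called at background.

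The differential expression analysis used R 4.3.3 with limma 3.58.1, with lmFit on the 8 group means and eBayes with its defaults (34 residual and 3.58 prior degrees of freedom); the paper names lmFit but states no design, so that of the group means was chosen here. Contrasts were KO minus WT in each system, the differences between these contrasts across systems, culture minus tissue, and hippocampus minus cortex in tissue and in culture. Following the paper, KO and WT genes were called at an unadjusted p under 0.05 with the smallest p per gene. The culture, tissue and region contrasts were called at an adjusted p under 0.05, with a second count of those at least 2-fold. All adjusted p values are by Benjamini and Hochberg.

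Named genes follow a rule set before the data were examined. They are *Fmr1*, the 5 higher and 5 lower genes with the smallest p above background in each system, the leading members of each list described, the genes the paper names and a few genes of its Table S5. Values in the paper's tables had been seen by then. The 37 lists of cell type markers, immune, stress, neuronal and core cell processes were written by hand before the data were examined, although values in Table S3 had been seen for parts of the choroid plexus, meninges, interferon and *Fmr1* neighbourhood lists. They were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry, which asks whether the genes of a list move one way without comparing them to others. Only 3 calls of KO against WT hold with an estimated correlation: choroid plexus and meninges in primary hippocampus and interferon response in primary cortex.

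PCA, permutation tests and figures used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and Matplotlib 3.10.9. Values were ranked and standardized within each array, as the paper describes. Genotypes were exchanged between arrays of a system, or between litters for comparisons across systems, in exact two-sided tests; 5 arrays against 5 allow no p under 0.00794. SFARI genes and FMRP targets were read from Table S1, matched by symbol regardless of case and tested with Fisher's exact test over the 18194 genes.

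Alternatives fixed before the data were examined covered the threshold, the arrays in the fit, the variance model, array weights, a filter on background, the probe per gene, 2 further normalizations, litter as a block, the transformation before PCA, the set test, and leaving out each array in turn. Fits of cultures alone or tissues alone, a fit of litter means, and odds ratios within classes of probes per gene were chosen after seeing the data. The fit was checked on simulated data of 18194 genes, with 100 altered genes at each log2 change, 0.5 and 1. There, 4.83 to 5.12% of the unaltered genes passed the unadjusted threshold.

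The pathway enrichments with DAVID and MetaCore were not repeated, because the membership of the pathways beyond the called genes is not in the tables at hand. The behavioral phenotype list and the gene table of the human brain series are incomplete in the copy used and were not tested.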

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

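Tests chosen only after their result had been seen are those of the common spread, of classes of probes per gene alone, and, for the genes around *Fmr1*, of the strain variant and of the level of these genes; the fit of litter means and the odds ratios within classes were also added after seeing the data.

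More genes were called in cultures than in tissues, with a ratio of 5.01. Genotypes were exchanged between the 10 litters common to all systems. Of 100 arrangements, the real one included, 3 reached the real ratio of 4.94 (highest other 5.44, median 2.30). With each system fitted alone, 3 of 100 reached 2.38 (highest other 3.31, median 0.850). Chance is thus unlikely for the ratio but not excluded, since other arrangements exceeded it in both fits. The medians of 2.30 and 0.850 show that 1 spread shared by cultures and tissues raises the ratio without a genotype effect, but the tables do not settle how far it makes the real one: with each system fitted on its own arrays that was 2.38, between the at most 1.5 that this cause alone would leave and the 4 or more that would exclude it. Cell types, age and preparation differ between cultures and tissues by design, and none of them was tested apart from the others. The excess may be biological, but in none of the systems do the called genes themselves exceed other groupings of the arrays: 23, 27, 98 and 77 of 100 groupings called as many in hippocampal culture (2596, highest other 4065), cortical culture (3111, 6227), primary hippocampus (523, 3551) and primary cortex (616, 2618), and groupings with several times the real count in the tissues point to a structure of the samples other than genotype.

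SFARI genes and FMRP targets were over-represented among genes lower in KO cultures. Genes of both lists have more probes, and within classes of probes per gene the odds ratios of SFARI genes were 1.58 in hippocampal and 1.58 in cortical culture and that of FMRP targets in hippocampal culture 2.33, each with a 95% interval above 1, which argues against probe number as the whole cause; with level added they were 1.59, 1.64 and 2.34. For FMRP targets in cortical culture the value within classes of probes was 1.19 (0.962 to 1.48), in line with probe number as the cause, and 1.38 (1.10 to 1.71) with level added. With the probe of the highest mean for each gene, both SFARI calls ended (1.43 and 1.23) and that of FMRP targets in cortical culture turned (0.518), so the choice of probe stays open for these. Chance cannot be excluded either: by the smaller of the one-sided Fisher p values for lower and for higher genes, SFARI values as small occurred in 30 of 100 groupings of hippocampal culture arrays (lowest other p 3.91e-17), 11 in cortical culture (5.16e-15), 93 in primary hippocampus (1.68e-32) and 47 in primary cortex (9.90e-13), and for FMRP targets in 7 (4.20e-24), 39 (2.90e-18), 83 (3.49e-16) and 87 (1.51e-20), so that genes of these lists may separate arrays for reasons other than genotype.

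Genes around *Fmr1* on chromosome X differed in KO more often than other genes of that chromosome in the fit of litter means, which the paper does not report: 11 of 66 against 30 of 550, an odds ratio of 3.46 (1.48 to 7.58, Fisher's exact test, p = 0.00218). Cd99l2 (X, 71420060 to 71492866), Fundc2 (75382399 to 75397158) and Rab39b (75572045 to 75578231) lead them. A strain variant carried along with the targeted allele could do this, but the odds ratio of 3.46 is the observation that raised it and so does not test it. A change in the level of these genes cannot be told apart from it, because only 2 of them, Cd99l2 and Fundc2, have probes in opposite directions (0.26 against -0.32 to -0.67, and 0.36 against -0.38). Chance cannot be excluded, since 14 of 100 arrangements of the litters called as many of these genes (11, highest other 20).

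In primary hippocampus, the KO 2037 array stood apart from the other KO arrays in the mean of the choroid plexus list, 6.22 log2 against 5.89 for the nearest and a median of 5.83; it is 1 such array in 56 groups tested, where chance gives about 1 in 20. Dffa, on chromosome 4 from 149104142 to 149120653, was higher in KO primary hippocampus by 0.83 log2, and the text of the paper does not discuss it. Clic6, on chromosome 16 from 92498147 to 92541241, was lower there by -0.89 and is not discussed either. In the mean of each litter over the 4 systems, the same Dffa probe was higher in KO by 0.54 (adjusted p = 0.0479 from limma, exact permutation p = 0.00794), while its other probe, at background, was at 0.01. A probe with no gene assigned was lower in KO litter means by -0.74 (adjusted p = 0.0103 from limma). Of 148 tests of a list's KO effect between systems, 0 passed an adjusted p of 0.05 with an estimated correlation in camera (lowest 0.108).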

How the results depend on the processing

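Leaving out single arrays aside, 165 of 200 alternative values of the results that answer a comparison were counted as unchanged. With an array or litter left out, 453 of 478 were. Unchanged means on the same side of the threshold, or within 1.5 times the count. A result past the threshold also had to keep its direction. One short of it could change sign and still be counted as unchanged. The primary cortex PC1 distance of 0.388 became -2.55 with every probe scaled to variance 1, and -0.605 without WT 3569. For single genes and lists, the numbers were 337 of 391 and 592 of 636, where 54 and 43 values lost their call and 1 reversed: the cell cycle list of hippocampal culture without WT 2644 (adjusted p = 0.839; its values with 1 array left out ranged over 1.37e-05 to 0.839). Where a value changed, the cause was not tested, apart from fewer arrays, genes or probes in the fit. Signal over background limits the tissue results, where 23.3 and 23.7% of the genes called lie above it. Fits of cultures alone or tissues alone were added after seeing the data.

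With every probe scaled to variance 1, the PC1 distance was 24.1 in hippocampal culture and the difference between cultures and tissues 22.7, both now with an exact permutation p under 0.05. At an adjusted p under 0.05, 1, 1, 3 and 1 genes were called in hippocampal culture, cortical culture, primary hippocampus and primary cortex, fewer because of the stricter threshold. On its own arrays cortical culture had 1609 genes, and the cultures fitted without the tissues had 1693 in hippocampal and 1988 in cortical culture. With array weights, primary cortex had 1219. With the probe of the highest mean, cortical culture, primary hippocampus and primary cortex had 1858, 280 and 302 genes, the odds ratios of SFARI genes among lower genes were 1.43 and 1.23 in hippocampal and cortical culture, that of FMRP targets in cortical culture reversed to 0.518, and the shared genes numbered 330 between cultures, 16 between tissues, 9 in hippocampus and 8 in cortex. With probes above background only, primary hippocampus and primary cortex had 147 and 174 genes, the differences in KO effect 679 (cortex, culture against tissue), 905 (between the cultures) and 104 (between the tissues), the tissues shared 19 genes, and SFARI genes in primary cortex had 2.70. Camera with an estimated correlation called 0, 0, 2 and 1 lists in the 4 systems (2, 2, 4 and 3 at an unadjusted p under 0.05, and 15, 11, 11 and 6 with the preset correlation), and fry 0, 0, 0 and 0 (3, 4, 2 and 2 unadjusted). Between hippocampus and cortex, fry called 20 lists in tissue and 18 in culture.

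With the litter as a random replicate block, the counts were 2617, 3156, 524 and 622 genes. With the litter as a fixed replicate block, genes with a different KO effect numbered 1621 and 1756 between culture and tissue (hippocampus, cortex), 1779 between the cultures and 536 between the tissues, and genes at least 2-fold apart 3668 between culture and tissue, 713 between the tissues and 494 between the cultures.

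With single arrays or litters left out, PC1 distances ranged over 2.44 to 4.49, 2.33 to 4.35, -2.04 to -0.109 and -0.605 to 1.26 in hippocampal culture, cortical culture, primary hippocampus and primary cortex, and the difference between cultures and tissues over 1.60 to 3.74. The counts of genes ranged over 1639 (without KO 2038) to 3165, 2204 to 4828 (without KO 4236), 487 to 677 and 496 to 729. Genes with a different KO effect ranged over 766 (without 2038) to 2014 in hippocampus and 1069 to 2290 (without 4236) in cortex, 931 (without 2644) to 3277 (without 2236) between the cultures and 391 to 570 between the tissues; at an adjusted p under 0.05, limma gave 0 to 3 between the cultures and 0 in the others. Genes at least 2-fold apart ranged over 3631 to 3723, 719 to 798 and 471 to 513. Lists called ranged over 2 (without WT 2644) to 12 in hippocampal culture, with 5 without KO 4236, 6 to 9 in cortical culture, 3 to 8 in primary hippocampus, with 8 without KO 2221, KO 4237 or WT NT and 7 without KO 2038 or WT 2644, and 2 (without KO 2620) to 5 in primary cortex. Odds ratios among lower and higher genes ranged as follows: in hippocampal culture SFARI 1.49 to 2.55 and 0.861 to 1.17, FMRP targets 2.42 to 3.36 and 0.510 to 0.681; in cortical culture SFARI 1.73 to 2.67 and 0.788 to 1.09, FMRP targets 1.21 (without WT 2236) to 1.69 and 0.919 to 1.37 (without WT 2236); in primary hippocampus SFARI 0.685 to 1.35 and 0.273 to 1.61, FMRP targets 0.698 to 1.17 and 0.787 to 1.48; in primary cortex SFARI 1.32 to 2.16 (without WT 2644) and 0.472 to 1.03, FMRP targets 0.494 to 1.44 and 0.773 to 1.54. *Fmr1* ranged over -1.01 to -0.89, -1.02 to -0.82, -0.97 to -0.90 and -1.01 to -0.97.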

Differences from the paper's values

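The p value of *Fmr1* differs. The paper's value is 3.75e-15 for the highest of the 4 systems, and limma gave 5.78e-11 here. Of the alternatives set before the data were examined, both also differ, with 9.87e-05 on the arrays of each system alone and 5.84e-11 with each array centred on its median, and none closes the gap. The t and p values of Table S3 imply 69.3 degrees of freedom in cortical culture, against 34 residual and 3.58 prior ones here. The mean levels of its probes differ from those here by up to 0.839 log2 in that system. The paper's fit was therefore not the one used here, but which arrays or settings differed is not stated. The log2 fold changes of *Fmr1* in Table S3 equal those found here.

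In cortical culture, the margins of the paper's Table S10 hold more genes lower in KO than higher, the paper's 1948 and 1424, whereas here 1557 were higher and 1554 lower, both at an unadjusted p under 0.05. More genes were lower than higher, as in the paper, on the arrays of cortical culture alone (913 lower, 696 higher), with an intensity trend and robust settings in eBayes (1556 and 1494), and without KO 2037 (1247 and 957), KO 2221 (1390 and 1151), WT 2236 (2017 and 1991), WT 2643 (1241 and 1185) or WT NT (1619 and 1614). In the other 3 systems the larger side was the same as the paper's, and *Fmr1* was the gene lower in KO with the smallest p in every system, as the paper states. The gene counts of 2596, 3111, 523 and 616 were each below the paper's, and their ratio of 5.01 was above it. Of the tissue probes in the paper's Table S3, 75.0% in primary cortex and 73.1% in primary hippocampus were called here.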

Other observations

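In this part, the fit of litter means and the comparison of 3 lists with the lowest p of any list in other groupings were chosen after results had been seen; the other tests of groupings were set before.

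Glial and vascular genes also set the systems apart. Embryonic tissue expressed radial glia and progenitor genes above the cultures (16 of 19 lower in culture and 1 higher at an adjusted p under 0.05, the same adjusted over the list alone, median -1.06), as it did endothelial genes (11 of 17 lower and 4 higher, the same adjusted over the list alone, median -0.70), although neither list holds in camera with an estimated correlation (adjusted p = 0.521 and 0.355). Olig1, a transcription factor of the oligodendrocyte lineage, was higher in cultures by 3.59 log2. In tissue, hippocampus had more signal than cortex for microglia (17 of 24 higher and 1 lower, 18 and 1 adjusted over the list alone; C1qb 1.29, a lower bound with cortex below background), astrocytes (13 of 20 higher and 3 lower; Slc1a2 2.32, Gja1 1.99) and radial glia (15 of 19 higher and 1 lower; Emx2 2.24), with adjusted p of 0.185, 0.313 and 0.335 with an estimated correlation in camera.

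The deviations of a litter from its group correlated between the cultures (median 0.31) and between the tissues (0.44), but had medians of 0.03 to 0.08 between a culture and a tissue. The mean of the interferon list was 5.21, 5.12 and 5.22 log2 in primary hippocampus of WT litters 2236, 3569 and NT, the litters with the highest primary cortex values, and the exact permutation p of KO against WT there was 0.0693. The WT 2236 array had the highest choroid plexus mean in primary hippocampus, 6.87, and the lowest WT array was at 6.01. The mean of the cell cycle list ran from 7.99 to 8.66 over the primary cortex arrays. The correlation of arrays of a litter in the fit was 0.0681. By fry, the genes around *Fmr1* changed in either direction in both cultures (adjusted p = 0.0406).

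Other groupings of the same arrays were drawn, 100 in each case, the real one included. Chance can be excluded for the contrasts of culture with tissue (1 as large, the real 15332 genes, highest other 11003), of hippocampus with cortex in tissue (1, 7821, 5511) and in culture (1, 6259, 843). The lists choroid plexus and meninges in primary hippocampus and interferon in primary cortex were picked as the strongest, so they were set against the lowest camera p of any of the 37 lists. In primary hippocampus 1 was as small for choroid plexus (the real p 6.74e-19, lowest other 3.14e-18) and 1 for meninges (8.75e-19, 3.14e-18), but values of these arrays in Table S3 had been seen for parts of both lists, which favours the real grouping, so this leaves open whether chance can be excluded; the tests of the array means had an adjusted p of 0.923. For interferon in primary cortex chance cannot be excluded (6, 4.01e-21, lowest other 1.33e-28). Chance cannot be excluded for the number of lists called, adjusted within a system, in hippocampal culture (41 as large, 9 lists, highest other 17), cortical culture (25, 9, 14), primary hippocampus (80, 4, 15) and primary cortex (52, 4, 12). Nor can it for the genes with a different KO effect between culture and tissue in hippocampus (45, highest other 4290) and cortex (43, 4569), between the cultures (41, 4373) and between the tissues (66, 1055). The genes shared in the same direction by the cultures (24, highest other 2107), the tissues (76, 1326), hippocampal culture and tissue (83, 578) and cortical culture and tissue (46, 802) give the same answer. Arrangements that share several times the real number of genes point to a structure of the litters other than genotype. Arrays also differed in genes of the sex chromosomes. In primary cortex, Xist was at 12.16 and Eif2s3y at 6.49 log2 in KO 2038, against 9.43 and 8.35 in WT 2644. KO against WT there had exact permutation p = 0.595 and 0.556. In hippocampal culture, WT 2644 had the largest gaps between 3' and 5' probes of actin (0.823) and Gapdh (0.268). Whether sex or RNA quality makes this structure was not tested.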
